# Targeting the NF-κB pathway enhances responsiveness of mammary tumors to JAK inhibitors

**DOI:** 10.1038/s41598-023-32321-0

**Published:** 2023-04-01

**Authors:** Aditi S. Bapat, Christine H. O’Connor, Kathryn L. Schwertfeger

**Keywords:** Cancer, Immunology, Molecular biology, Oncology

## Abstract

Interactions between tumor cells and the tumor microenvironment are critical for tumor growth, progression, and response to therapy. Effective targeting of oncogenic signaling pathways in tumors requires an understanding of how these therapies impact both tumor cells and cells within the tumor microenvironment. One such pathway is the janus kinase (JAK)/signal transducer and activator or transcription (STAT) pathway, which is activated in both breast cancer cells and in tumor associated macrophages. This study demonstrates that exposure of macrophages to JAK inhibitors leads to activation of NF-κB signaling, which results in increased expression of genes known to be associated with therapeutic resistance. Furthermore, inhibition of the NF-κB pathway improves the ability of ruxolitinib to reduce mammary tumor growth in vivo. Thus, the impact of the tumor microenvironment is an important consideration in studying breast cancer and understanding such mechanisms of resistance is critical to development of effective targeted therapies.

## Introduction

Tumor associated macrophages (TAMs) are important components of the tumor microenvironment (TME) that greatly influence tumor growth and progression^1^. While the effects of macrophages on tumor cell behavior are complex and often context dependent, they are thought to correlate with poor prognosis in breast cancer^2,3^. TAMs regulate the growth and progression of the tumor either by directly influencing the tumor cells or by manipulating the TME by promoting angiogenesis, modifying the components of the extracellular matrix, promoting stem-ness, and by inhibiting immune response against the tumor^4^. Macrophages also mediate resistance of tumor cells to tumor-directed inhibitors, by activating compensatory survival pathways^5^. Several approaches for targeting macrophage recruitment, survival, and activation in the TME have been successful in pre-clinical models of cancer and have also led to investigations in clinical trials^5^.

In order to understand how macrophages contribute to therapeutic responsiveness in tumors, is it important to define how these inhibitors impact macrophage function. By virtue of their proximity to the tumor, inhibitors are likely to affect their target pathways in TAMs as well. The Janus Kinase (JAK)/Signal Transducer and Activator of Transcription (STAT) pathway is an oncogenic transcription factor pathway activated in tumor cells^6^. Due to extensive studies linking JAK/STAT signaling to oncogenic functions in cancer cells, JAK inhibitors are being investigated in the clinic for treatment of solid tumors and hematological malignancies^6^. The JAK proteins are associated with tyrosine kinase receptors activated by cytokines and growth factors^6^. Activated JAKs phosphorylate the STAT proteins, which in turn dimerize and translocate to the nucleus to activate several pathways involved in tumor cell survival, proliferation, and immune evasion^7^. More than 50% of tumor samples from breast cancer patients show evidence of activated JAK signaling^8^. The JAK/STAT pathway is of special interest in triple negative breast cancer since these tumors do not respond to conventional hormone-receptor targeted therapies^8^. Several inhibitors of JAK signaling, most prominently the JAK1/2 inhibitor ruxolitinib, are currently being investigated for solid tumors in clinical trials^9^. Ruxolitinib has been approved for treatment of rheumatoid arthritis and has shown promising results in clinical trials of myeloproliferative neoplasm, pancreatic cancer, and pre-clinical models of prostate cancer^10–14^. However, in pre-clinical models of breast cancer metastasis, ruxolitinib was shown to enhance metastasis due to decreased NK cell activation^15^. Ruxolitinib also inhibited T cell activation and differentiation in models of myeloproliferative neoplasms^16^. Given the promising therapeutic strategy presented by JAK inhibition, it is important to investigate its effect on the tumor stroma as a possible mechanism of resistance.

In addition to regulating tumor cells, the JAK/STAT pathway is also a critical regulator of macrophage function under normal and other pathophysiological conditions^17^. We have previously shown that tumor-cell derived factors from triple negative-like mammary tumor cell lines activate the JAK/STAT pathway in macrophages in culture and in mouse mammary tumor models^18^. Thus, JAK inhibitors are likely to have an effect on TAMs as well, consequently altering their behavior in the TME. Our studies with the JAK inhibitor ruxolitinib have shown that TAMs upregulate a subset of tumor-promoting genes in response to JAK inhibition by ruxolitinib. These genes are enriched in cancer-associated pathways and may be mediators of macrophage-derived resistance to ruxolitinib^18^. We sought to elucidate this phenomenon further and investigate the mechanism of macrophage mediated resistance to ruxolitinib. We demonstrate here that JAK inhibition in macrophages leads to activation of the Nuclear Factor kappa-B (NF-κB) transcription factor pathway.

One of the most prominent mediators of immune cell function, the NF-κB transcription factor pathway regulates transcription of several genes involved in the innate immune response^19^. Activation downstream of the tumor necrosis factor receptor (TNFR) is one of the most extensively studied mechanisms of NF-κB. However, several other stimuli are involved in the activation and regulation of the pathway^19^. The canonical activation pathway involves phosphorylation of the p65 (RelA) subunit of the NF-κB dimer, by upstream kinases including but not limited to inhibitor of kappa B (IκB) kinase IKKα/β, which targets the sequestering protein IκB for ubiquitination, and releases the p65-p50 dimer to translocate to the nucleus and regulate transcription^20^. In this study, we investigated NF-κB as a mechanism through which macrophages mediate resistance to JAK inhibition. Our studies show that ruxolitinib treatment in TAMs activates the NF-κB pathway, which upregulates transcription of a subset of genes. Combining an NF-κB inhibitor with ruxolitinib showed improved survival over either inhibitor alone. These findings highlight the importance of investigating the effects of targeted therapy on cells of the tumor stroma and targeting possible mechanisms of resistance.

## Materials and methods

### Mice

Wild-type (WT) Balb/c mice were obtained from Envigo. All experiments were performed with 8-week-old female mice and all animal care and procedures were approved by the Institutional Animal Care and Use Committee of the University of Minnesota and in accordance with the procedures detailed in the Guide for the Care and Use of Laboratory Animals^21^.

### Cell culture and stimulation

HC11/R1 cells were obtained from Jeffrey Rosen, Baylor College of Medicine, Houston, TX and maintained as described before^22^. 4T1 cells were obtained from Thomas Griffith, University of Minnesota, Minneapolis, MN and grown in media containing RPMI, 10% FBS, 1% penicillin/streptomycin (Life Technologies), 1% l-glutamine (Life Technologies), 10 mM HEPES (Life Technologies), 1 mM sodium pyruvate (Life Technologies). Mouse bone marrow-derived macrophages (BMDMs) were isolated and maintained as described previously^23^. Serum starved HC11/R1 cells were treated with 30 nM B/B homodimerizer (Clontech) for 24 h. 4T1 cells were serum starved for 24 h. Conditioned medium (CM) was collected from both cell lines and spun down to remove cell debris. Prior to CM treatment, BMDMs were serum starved for 2 h to downregulate any baseline activation of pathways. For BMDMs treated with CM and ruxolitinib, 0.5 μM ruxolitinib was added during pre-treatment to enable activation specifically by soluble factors from the CM. BMDMs were treated with conditioned media (CM) from HC11/R1 and 4T1 cells with ruxolitinib for 15 min for immunoblots, to observe rapid phosphorylation of proteins of interest, and 4 h for isolating RNA, to allow for transcriptional changes to occur after phosphorylation. Alternatively, BMDMs were treated with 5 μM JAK1 inhibitor solcitinib (MedKoo Biosciences) and 5 μM JAK2 inhibitor NVP-BSK085 (Tocris Biosciences) for 15 min with or without CM. In experiments with IKK-16, BMDMs were pre-treated as described above and 0.8 μM IKK-16 was added along with ruxolitinib and CM. For co-culture of macrophages with tumor cells to measure the number of surviving cells, tumor cells were plated in the bottom of a 24-well plate. BMDMs were plated in a 0.4 µm hanging insert. The tumor cells and macrophages were treated together with 0.5 µM ruxolitinib for 24 h. For treatments with different concentrations of ruxolitinib, tumor cells and macrophages were plated in coculture as described above and treated with 0.1, 0.5, 1.0, 5.0 and 10.0 µM for 24 h. For studying the effect of ruxolitinib independent of tumor-derived factors, macrophages were first treated with ruxolitinib for 4 h. Media was replaced after 4 h and macrophages were incubated for 24 more hours. This supernatant was then used to treat 4T1 and HC11/R1 cells in presence of ruxolitinib for 24 h. Cell survival for all inhibitor treatments was measured by staining the attached cells with Crystal Violet (0.5 mg/mL) and solubilized in 70% ethanol. Absorbance was measured at 590 nm.

### Nuclear fractionation

BMDMs were stimulated as described above. Nuclear and cytoplasmic proteins were separated 15 min after CM and ruxolitinib treatment using the NE-PER Nuclear and Cytoplasmic Extraction Kit (Thermo Fisher), according to manufacturer’s protocol. Protein lysates were analyzed by immunoblot as described below.

### Immunoblot analysis

Cells were lysed in RIPA buffer with added protease inhibitors and protein content was measured by BCA assay. Total protein was resolved using SDS-PAGE and subjected to immunoblot analysis. Nuclear and cytoplasmic protein fractions were separately processed similar to total protein and analyzed by immunoblot. Densitometric analyses were performed using ImageJ and phospho-p65 values were normalized to total p65. Uncropped blots are included with supplemental data. Antibodies used were phospho-STAT3 (1:1000, Cell Signaling #9131S), phospho-STAT5 (1:1000, Cell Signaling 9314S), phospho-p65 (1:1000, Cell Signaling #3033S), total STAT3 (1:1000, Cell Signaling #12640), total STAT5 (1:1000, Cell Signaling #94205), total p65 (1:1000, Cell Signaling #8242), GAPDH (1:10,000, Cell Signaling #2118), β-tubulin (1:1000, Cell Signaling #2146S), Lamin B1 (1:1000, Cell Signaling #12586S). We detected two bands for total STAT5 proteins, which correspond to Stat5a and STAT5b, isoforms of STAT5 encoded by homologous genes^24^. We also detected two bands for p65, which may correspond to one of the reported isoforms for p65, of which the larger one is transcriptionally active^25^.

### In vivo studies

For tumor studies, 10,000 4T1 cells in 50% Matrigel (BD Biosciences) were injected in mammary fat pads of 8-week-old WT Balb/c mice. Mice were examined for tumor growth by palpation. Once the tumor size reached 200 mm^3^ the mice were randomly assigned to one of 4 treatment groups: DMSO (control for ruxolitinib and IKK-16), Ruxolitinib (Astatech) (ruxolitinib and DMSO), IKK-16 (Astatech) (IKK-16 and DMSO) and Ruxolitinib + IKK-16. (n = 4 for ruxolitinib + DMSO treatment group, n = 5 for all others, total 19 WT mice were used for the experiment). Beginning treatment at 200 mm^3^ tumor size allows for establishment of the tumor, enables consistent accurate measurement of the tumors at the beginning of treatment, and also recapitulates clinical conditions where treatment is begun after patients present to the clinic with a detectable tumor. Tumor volumes were measured in a random sequence of cages each day, with treatment conditions being blinded. Ruxolitinib was resuspended in DMSO and diluted in 2% Tween20 in PBS for administration of 60 mg/kg as daily oral gavage. IKK-16 was resuspended in DMSO and diluted in 1% Tween20 in PBS for 30 mg/kg administered subcutaneously every alternate day^18,26,27^. Tumors were measured by calipers using the formula V = (L × W^2^)/2. Mice were euthanized when tumors reached 1000 mm^3^. Survival was plotted as number of days until tumor endpoint. Mice were included in the study if they underwent successful injection of tumor cells in the mammary fat pad. One experimental mouse did not get a successful injection of tumor cells and was excluded from drug treatments and further analysis. For tumor volume measurements and tissue processing for each animal, the investigator (AB) was blinded to the treatment group until after the completion of the analyses, with each mouse tracked on the basis of its random identifier. All experiments performed in the study were in accordance with ARRIVE guidelines^28^.

### Tissue analysis

All mice were injected with 30 mg/kg of 5-bromo-2’-deoxyuridine i.p 2 h prior to sacrifice. Tumors were fixed in 4% paraformaldehyde for 4 h and embedded in paraffin. 5 µm thick sections were stained with anti-BrdU antibody (1:200, Abcam) and DeadEnd Fluorometric TUNEL System (Promega).

### Microscope image acquisition

All Images were taken on a Keyence Fluorescence microscope BZ-X800E with a 20X objective. 5 images were randomly captured for each tumor section and number of BrdU and TUNEL positive cells per section were quantified using ImageJ.

### RNA-seq analysis

Total RNA was isolated using RNeasy Mini Kit (Qiagen) from mouse BMDMs treated with either 4T1 CM, CM with 0.5 μM ruxolitinib or CM with 0.5 μM ruxolitinib and 0.8 μM IKK-16. Samples were submitted in triplicate to the University of Minnesota Genomics Center. Library preparation was done through TruSeq Stranded mRNA Library Preparation and quality control was performed using Agilent Bioanalyzer/TapeStation analysis. Samples were multiplexed in one lane of NovaSeq S2 and 150 bp paired-ends were sequenced (20 M reads/sample). All samples passed quality control, containing > 500 ng of RNA and having an RIN above 8. Individual gene expression plots were obtained by calculating counts per million (CPM) for each gene. For downstream analysis, genes with LogFC > 0.5 and FDR < 0.05 were selected.

### RNA-seq data processing

Bulk RNA-seq samples were processed and aligned using the CHURP version 0.2.2 command line interface framework^29^. A full description of the CHURP pipeline can be found in Baller et al.^30^. Briefly, trimmomatic version 0.33 was used to clean reads for adapter contamination and low-quality sequence, and FastQC was used to generate sequence quality reports for raw and trimmed reads^31^. HISAT2 version 2.1.0 was used to align samples to the genome reference consortium mouse build 38 reference genome^32^. FeatureCounts v1.6.2 was used to count mapped reads to genes. *M. musculus* GRC build 38.100 gtf file was used^33^.

### Gene expression and pathway analysis

Differential gene expression analysis was done in EdgeR v 3.34.1^34^. Differentially expressed genes were identified between DMEM and CM treated samples, CM and CM + Ruxolitinib (Rux) treated samples and CM + Rux and CM + Rux + IKK-16 treated samples. Counts were normalized using the relative log expression normalization method and only genes with counts per million greater than one in two or more samples were kept. A gene was categorized as differentially expressed if the p-value was less than 0.05 after p-value adjustment and if the log2 fold change was greater than 0.5 or less than − 0.5. P-values were adjusted using the Benjamini & Hochberg method. GO term enrichment analysis and gene set enrichment analysis (GSEA) were done using the ClusterProfiler R package^35^. The hallmark gene set from the Molecular Signatures Database v 7.4 (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) was used in the GSEA analysis. Human gene orthologs of mouse genes were obtained from the Mouse Genome Informatics website (http://www.informatics.jax.org/downloads/reports/HMD_HumanPhenotype.rpt). Pathway analysis on significantly upregulated genes was done using DAVID Functional Annotation Tool and Microarray analysis (https://david.ncifcrf.gov/)^36,37^. Transcription factor analysis was performed using the LISA Cistrome Analysis tool (http://lisa.cistrome.org/)^38^. Volcano plots for differential gene expression were created using VolcaNoseR (https://huygens.science.uva.nl/VolcaNoseR/)^39^. Gene Venn Diagrams were created using Venny^40^.

### Statistical analysis

All experiments were performed at least 3 times. Statistical analyses for 3 or more conditions were performed using one-way ANOVA with Tukey’s multiple comparison test. Patterns of tumor growth were compared by using two-way ANOVA with Tukey’s multiple comparison test on each time point. Bar graphs represent means ± SEM. Kaplan Meier curves were compared by using log-rank tests (GraphPad prism v9). For analyses of differentially expressed genes from RNA-seq results, Student’s unpaired, two-tailed t test was used with Tukey’s multiple comparison test.

## Results

### Macrophages mediate resistance of the tumor cells to JAK inhibitor ruxolitinib

Numerous inhibitors of the JAK/STAT pathway are being investigated for breast cancer and importantly as targeted therapy for triple negative breast cancer. We have previously demonstrated that macrophages contribute to resistance to the JAK1/2 inhibitor ruxolitinib in human breast cancer cell lines^18^. To extend these findings to include additional models, we assessed the effect of macrophages on mouse mammary tumor cell lines treated with ruxolitinib. We used the mouse tumor cell line 4T1 and the previously characterized cell line HC11/R1, which contains a chemically inducible FGFR1 construct^22^. Dimerization and activation of the inducible FGFR1 can be achieved by treating HC11/R1 cells with the chemical homodimerizer B/B^22^. Treatment with B/B in vivo promotes migration, invasion, and tumor growth^22^. We have previously demonstrated that soluble factors from 4T1 and HC11/R1 cells activate the JAK/STAT pathway in macrophages^18,41^. We treated 4T1 cells and HC11/R1 cells with ruxolitinib in the presence of BMDMs plated in a transwell, also treated with ruxolitinib as shown in Supplementary Fig. S1a. We measured tumor cell viability using a crystal violet assay. While treatment of tumor cells with ruxolitinib reduced viability of both the 4T1 and HC11/R1 cells, we observed increased viability of both cell lines upon treatment with ruxolitinib in the presence of macrophages (Fig. 1a,b). We used increasing concentrations of ruxolitinib to assess survival and found that ruxolitinib was able to induce cell death in tumor cells at concentration as low as 0.5 μM (Supplementary Fig. S1c,d). This finding indicates that soluble factors released by macrophages promote resistance of the tumor cells to JAK inhibition. We also treated macrophages with ruxolitinib in absence of tumor CM and studied the efficacy of ruxolitinib on tumor cells in presence of the supernatant from macrophages (Supplementary Fig. S1b–d). Soluble factors from macrophages not treated with tumor CM were not able to reduce efficacy of ruxolitinib, indicating that tumor-derived factors are necessary to induce a tumor-promoting response in macrophages.

**Figure 1:**
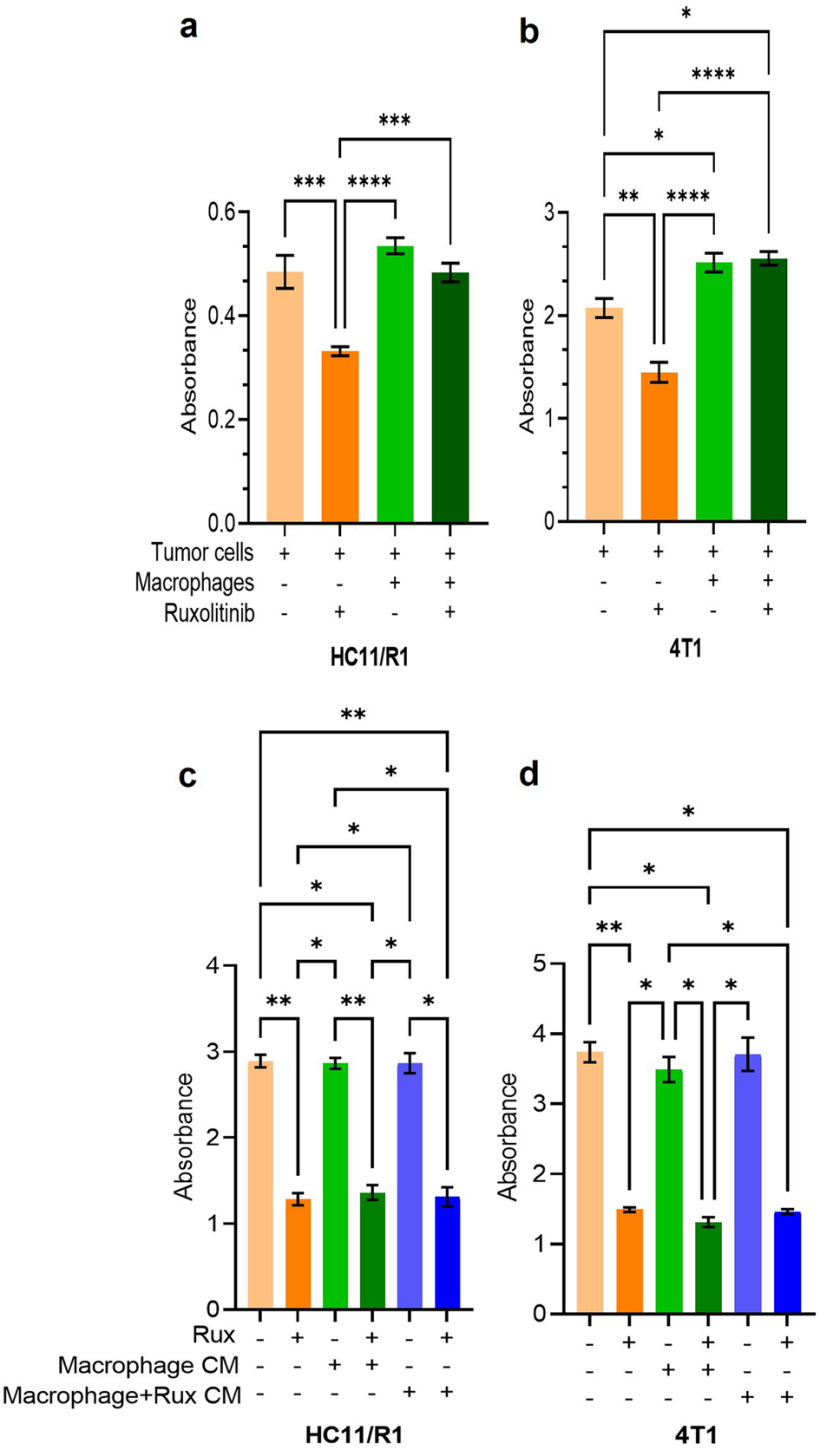
Macrophages mediate resistance of the tumor cells to JAK inhibitor ruxolitinib. Cell survival was measured by Crystal Violet Assay and absorbance was measured at 590 nm for HC11/R1 (**a**) and 4T1 (**b**) cells co-cultured with macrophages. HC11/R1 (**c**) and 4T1 cells (**d**) were treated with conditioned media from macrophages treated with ruxolitinib only, without tumor conditioned media. Tumor cell survival was measured using crystal violet assay *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n = 3 biological replicates.

### Macrophages upregulate a subset of genes associated with tumor promotion in response to JAK inhibition

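RNA-sequencing data were analysed for 16 samples of bone marrow-derived macrophages (BMDMs), which are macrophages grown in culture from mouse bone marrow. 4T1 cells are a mouse mammary tumor cell line, and their conditioned media (CM) hold the soluble factors that they release. Ruxolitinib (Rux) inhibits the kinases JAK1 and JAK2, and IKK-16 inhibits the IKK kinases that activate NF-κB. The samples comprised 3 of CM, 3 of CM + Rux, 3 of CM + Rux + IKK-16, 3 of Rux in DMEM, the medium without tumor factors, and 2 of DMEM alone. A further 2 samples of CM + Rux carry a label of 2 h. The paper gives a treatment of 4 h, with 0.5 μM ruxolitinib and 0.8 μM IKK-16. The authors deposited counts of fragments per gene, without normalization. Between 18449388 and 46215853 fragments per sample were counted on genes. The median was 25492240 for DMEM, 27192805 for DMEM + Rux, 26180610 for CM, 38450593 for CM + Rux and 34660577 for CM + Rux + IKK-16. The authors' counting left out fragments that align to more than 1 place or overlap more than 1 gene, which lowers the counts of genes with near-identical copies. Counts were scaled by relative log expression (RLE), and the 12372 genes with CPM above 1 in at least 2 samples were tested. Changes were tested with the quasi-likelihood test of edgeR, with p-values adjusted by the Benjamini-Hochberg method. A gene was called higher or lower at an adjusted p-value under 0.05 and a log2 fold change beyond 0.5 in either direction, the thresholds of the paper's methods. Where every sample of a group had at most 3 counts, the number that a count of 0 allows, a fold change is given as a bound. For CM samples this limit is 0.167 CPM and for DMEM samples 0.123 CPM. These limits cover counting error only.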

Further studies were performed to elucidate the gene expression profiles of macrophages in response to soluble factors from tumor cells and in presence of JAK inhibition. First, we treated macrophages, in the presence of conditioned media (CM) from 4T1 tumor cells, to study the effect of tumor-derived soluble factors on macrophages. 

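Of the genes tested, 2584 were called higher and 2980 lower in CM-treated BMDMs than in BMDMs in DMEM. Without the fold change threshold, 3883 genes were higher and 3764 lower. RLE scaling raised the log2 fold changes of this comparison by a median of 0.31 over scaling by total counts alone. Il6 (Ensembl gene ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981 of GRCm38) had 219 ± 111 CPM (SD, n = 3) in CM and no counts in DMEM. It was at least 1782-fold higher (adjusted p = 5.4e-06). Ccl17 had 25.0 ± 6.77 CPM (SD, n = 3) in CM, was also without counts in DMEM, and was at least 203.8-fold higher (adjusted p = 7.4e-05). Has1 was at least 214-fold, Csf3 at least 306-fold and Il23a at least 87.9-fold higher in CM. Without CM replicate 2 the bounds were 197-fold for Csf3 and 28.4-fold for Il23a. Cxcl3 rose from 1.18 ± 0.749 CPM (SD, n = 2) to 1135 ± 289 CPM (SD, n = 3), a log2 fold change of 9.83 (standard error 0.51, adjusted p = 4.3e-09). Vegfa rose from 10.4 ± 3.02 CPM (SD, n = 2) to 897 ± 188 CPM (SD, n = 3), a log2 fold change of 6.43 (standard error 0.58, adjusted p = 6.1e-07). Among the genes called lower, Slc40a1 had a log2 fold change of -6.50 and Rasgrp3 one of -6.06. For each of these genes, every CM sample lay on the same side of both DMEM samples.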

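Hand-written lists of genes in each pathway were tested with camera, which sets the genes of a list against all other genes under a preset correlation of 0.01 between them. The p-values of 15 such tests were adjusted together. Of these tests, 12 passed an adjusted p-value of 0.05 with camera, 11 with fry and 10 with both. The fry test uses no preset correlation and asks whether the genes of a list change, without setting them against other genes. Where many genes change, as in CM, it can pass for a list that does not stand out. A pass with fry is therefore a different result from a pass with camera. With camera at a correlation estimated from the data, 6 passed at an unadjusted p-value of 0.05. Of the lists tested in CM against DMEM, NF-κB targets (0.0084) and TNF (0.022) passed in this way. STAT5 targets (0.067), PI3K-Akt (0.067), JAK-STAT (0.093) and VEGF (0.58) did not. Of 64 genes of the TNF pathway, 40 were called higher and 5 lower in CM, the same numbers adjusted over the list alone as over all genes tested. Their median log2 fold change was 1.15 (adjusted p = 7.8e-14 with camera and 5.5e-07 with fry), and Cxcl5 rose the most, by 9.25. The medians of the lists in CM did not change at 2 decimals when genes at the limit of detection were set to their bounds. Under the alternatives the TNF median lay between 1.09 and 1.24, highest without the filter on low counts. Of 70 genes of the PI3K-Akt pathway, 32 were called higher and 11 lower, with a median of 0.51 (adjusted p = 4.3e-04 with camera and 7.3e-06 with fry). Of 43 genes of the VEGF pathway, 13 were called higher and 15 lower, with a median of 0.084. Its adjusted p was 0.48 with camera and 0.0052 with fry, both in the upward direction, and under the alternatives its p-value lay between 0.0031 and 0.50. The counts of the PI3K-Akt and VEGF genes adjusted over the list alone were also unchanged. The median of the VEGF genes is smaller than the shift that RLE scaling gave this comparison. In that list Ptgs2 rose the most, by 8.65, and Nrp1 fell the most (-2.66).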

Gene expression and pathway analysis showed that tumor CM activated a number of pathways in macrophages, such as the tumor necrosis factor pathway (TNF), PI3K-Akt pathway and the VEGF signaling pathway (Fig. 2a,b). Consistent with our previous results^18^, we also observed that CM treatment activated the JAK-STAT pathway in macrophages, making them susceptible to JAK inhibition. 

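Of 62 genes of the JAK-STAT pathway tested, 32 were called higher and 8 lower in CM than in DMEM, both over all genes and adjusted over the list alone. Their median log2 fold change was 0.58 (adjusted p = 8.4e-06 with camera). With fry the adjusted p was 1.1e-05. The kinase genes themselves rose. Jak2 (ENSMUSG00000024789, chromosome 19 from 29251828 to 29313080) had 60.7 ± 15.5 CPM (SD, n = 2) in DMEM and 732 ± 30.6 CPM (SD, n = 3) in CM, a log2 fold change of 3.59 (standard error 0.15, adjusted p = 1.0e-09). Jak3 rose by 1.24 (adjusted p = 2.7e-06) and Jak1 by 0.69 (adjusted p = 1.7e-05), also with no overlap between the samples of the groups. Of 26 STAT5 target genes, 16 of which are also in the JAK-STAT list, 18 were called higher and 3 lower, and again adjustment over the list alone gave the same counts. The STAT5 targets had a median of 2.16 (adjusted p = 1.5e-08 with camera). With fry their adjusted p was 7.3e-06. From the activation of this pathway, the paper reasons that CM made the macrophages susceptible to JAK inhibition.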

Next, to study changes induced by JAK inhibition specifically in tumor-associated macrophages, we treated macrophages with tumor-conditioned media in the presence of either vehicle or ruxolitinib. As expected, ruxolitinib treatment downregulated the expression of several genes in macrophages, including genes associated with the STAT5 signaling pathway (Fig. 2c,d). However, we also observed induction of a subset of genes as a result of JAK inhibition (Fig. 2d). 

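In CM + Rux, 263 genes were called lower than in CM. Adding the replicate number to the model gave 440 lower genes, among them 262 of the 263. Without CM replicate 2 the count was 164, and without CM + Rux replicate 1 it was 161. The largest falls were those of Steap4 (-4.45), Ifit3 (-4.06), Mx2 (-3.78), Selp (-3.69) and Ifit2 (-3.61), given as log2 fold changes. Ifit3 has a near-identical neighbor, Ifit3b, with which it can lose fragments. Of the 26 STAT5 targets, 24 fell, with a median of -0.48 (adjusted p = 7.8e-09 with camera and 0.012 with fry). Over all genes 5 of them were called lower and 1 higher, and adjusted over the list alone 10 were lower. Socs2 fell the most (-1.9). The other 4, Cish, Id1, Il2ra and Il4ra, and Pim2, which rose by 0.76, were picked out after their values were seen. Of 43 interferon target genes, 42 fell, and 29 were called lower (37 adjusted over the list alone). The interferon targets had a median of -1.57 (adjusted p = 5.1e-81 with camera and 9.4e-05 with fry). Of the 62 JAK-STAT genes, 10 were called lower and 1 higher (13 lower and 3 higher adjusted over the list alone). Their median was -0.14 (adjusted p = 1.6e-07 with camera and 0.0092 with fry).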

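In CM + Rux, 149 genes were called higher than in CM, and their median log2 fold change was 0.78. With an unadjusted p-value under 0.05, 367 genes were higher. The count with the replicate number in the model was 305, and these included all 149. It fell to 82 without CM + Rux replicate 1, 93 without CM replicate 1 and 94 without CM replicate 2. Among genes with a mean of at least 1 CPM, the largest log2 fold changes were those of Gfi1 (2.50), Lif (2.41), Ptpru (2.07), Adgb (1.94) and Cxcr3 (1.86). Gfi1 rose from 0.951 ± 0.237 CPM (SD, n = 3) to 5.46 ± 1.9 CPM (SD, n = 3) (adjusted p = 0.0011). Lif rose from 4.92 ± 3.37 CPM (SD, n = 3) to 26.8 ± 12.7 CPM (SD, n = 3) (adjusted p = 0.016). Cxcr3 had 2.11 ± 0.433 CPM (SD, n = 2) in DMEM and was lowered by CM. With ruxolitinib in CM, Cxcr3 rose from 0.526 ± 0.387 CPM (SD, n = 3) to 2.00 ± 0.248 CPM (SD, n = 3) (adjusted p = 0.016). Its adjusted p was 0.089 without CM replicate 2 and 0.058 without CM + Rux replicate 1, and lay between 5.3e-05 and 0.33 over the alternatives.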

Further analysis of these upregulated genes using the DAVID pathway analysis tool^36,37^ showed that ruxolitinib activated pathways in macrophages that are known to be associated with tumor-promoting function. For example, ruxolitinib treatment induced genes associate with the Ras/MAPK signaling pathway, which has been shown to promote tumorigenesis by driving the macrophages to a pro-tumor phenotype^42,43^ (Fig. 2e). Similarly, the NF-κB pathway was also significantly activated in response to JAK inhibition, which is known to drive cancer-related inflammation and tumor-promotion by myeloid cells in the tumor stroma^43–46^.Using the LISA Cistrome tool^38^, analysis of transcription factors potentially driving gene expression in ruxolitinib-treated macrophages demonstrated the RelA transcription factor to be the most common transcription factor associated with the upregulated genes (Fig. 2f). 

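Of 78 genes of the Ras/MAPK pathway tested, 30 rose and 48 fell with ruxolitinib in CM, and their median log2 fold change was -0.047. The adjusted p was 0.16 with camera and 0.35 with fry. With the replicate number in the model it was 0.19 with camera and 0.055 with fry (unadjusted fry p of 0.044, toward lower expression). Without CM + Rux replicate 2 the median was -0.12, with an unadjusted p of 0.017 in the direction of lower expression, and over all alternatives the p-value lay between 0.017 and 0.41. The fit without that sample lacked the replicate number and kept CM replicate 2, so differences between replicates can add to its shift. With the replicate number and all samples the median was -0.047. Over all genes 1 of the list was called higher and 3 lower, and adjusted over the list alone 3 were higher and 5 lower. The gene called higher was Rapgef5 (0.69, on the log2 scale), and those called lower were Dusp6 (-1.37), Pdgfa (-1.06) and Map3k8 (-0.64). Of these, Dusp6 is the largest fall of the list, and the others were picked out after their values were seen. The largest rise of the list, that of Areg, was 1.21 (adjusted p = 0.67).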

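Of 65 NF-κB target genes tested, none of which is in the interferon list, 41 rose and 24 fell with ruxolitinib in CM. Their median log2 fold change was 0.12 (adjusted p = 0.024 with camera and 0.43 with fry). With the replicate number in the model the unadjusted p was 0.075 with camera, against 0.019 without it, and it lay between 2.1e-04 and 0.47 over the alternatives. The median with the replicate number in the model was also 0.12. Leaving out 1 sample gave a median of 0.0065 without CM + Rux replicate 2 (camera, unadjusted p of 0.47). The median was 0.065 without CM replicate 3 (unadjusted p of 0.11) and 0.086 without CM replicate 1 (unadjusted p of 0.14). These fits lacked the replicate number and kept the sample of equal number in the other group. Differences between replicates can therefore add to these shifts. Without CM replicate 2 the median was 0.20. Over all genes 4 of the list were called higher and 3 lower, and adjusted over the list alone 5 were higher and 4 lower. Lif, Ccrl2, Tnfaip2 and Sqstm1 were higher and Tnfrsf9, Il1rn and Map3k8 lower. Apart from Lif and Tnfrsf9, these genes were picked out after their values were seen. Rela, the gene of the p65 subunit, had 199 ± 9.60 CPM (SD, n = 3) in CM and 231 ± 19.5 CPM (SD, n = 3) in CM + Rux, a log2 fold change of 0.22 (adjusted p = 0.29).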

RelA (or p65) is a subunit of the NF-κB transcription factor complex that is phosphorylated and translocates to the nucleus to regulate transcription^19^. In concordance with these studies, analysis of data from our previous studies shows that RelA also regulates gene expression in human primary macrophages treated with MDA-MB-231-derived CM and ruxolitinib (Supplementary Fig. S2a,b)^18^. We thus hypothesized that ruxolitinib-mediated JAK inhibition activates the NF-κB transcription factor pathway in TAMs. We did not observe a similar induction of genes in macrophages treated with ruxolitinib in absence of tumor CM (data not shown), suggesting the requirement of tumor derived soluble factors in activating this transcriptional response in macrophages.

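In DMEM without CM, 0 genes were called higher with ruxolitinib and 120 were called lower. At an unadjusted p-value under 0.05 and the same fold change threshold, 50 genes were higher and 246 lower. With the replicate number in the model 1 gene was called higher, Serpinb6b, which was picked out after its values were seen. Of the 149 genes that ruxolitinib raised in CM, 62 rose and 87 fell or stayed unchanged (Etnk2 and Inava, -5.1e-15 each) without CM. Their median log2 fold change without CM was -0.030, or -0.038 with the 9 genes at the limit of detection set to their bounds, or left out where both groups were at it (fry, unadjusted p of 0.28), and it lay between -0.078 and -0.0071 over the alternatives. The difference between the changes with and without CM was tested as an interaction. Its median over the 149 genes was 0.85, and 20 of them were called higher in CM by this test (103 of the same 149 with the replicate number in the model). These genes were chosen for their rise in CM, which is part of the difference, so the selection itself favours a positive median. What the selection alone would give was not estimated. Csf1 had a difference of 1.71 (adjusted p = 0.046) and Ptpru one of 3.84 (adjusted p = 0.026). The DMEM group has 2 samples, and the paper's text does not give the dose or time of ruxolitinib in DMEM. From the missing induction without CM, the paper proposes that tumor-derived soluble factors are required for this transcriptional response.

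**Figure D1:**
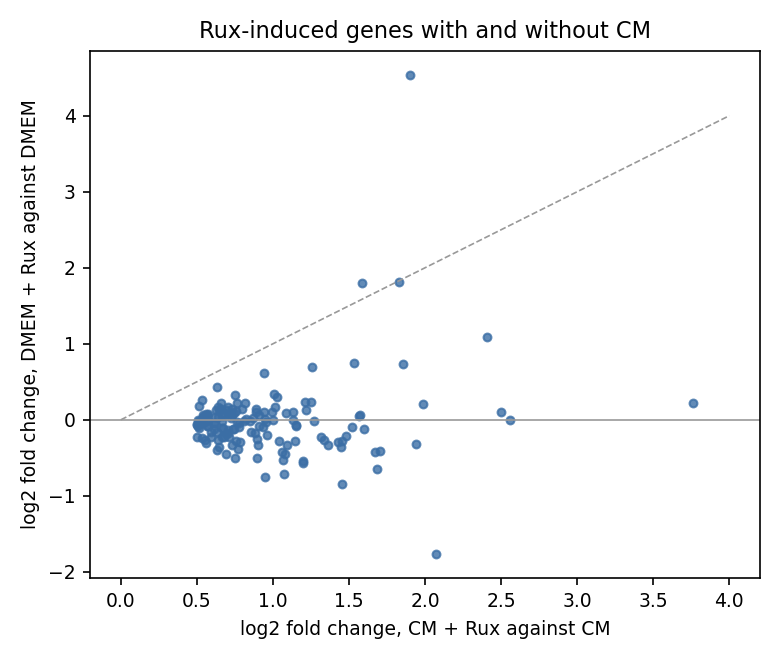
Log2 fold change of the 149 genes that ruxolitinib raised in CM, with CM on the x axis and without CM on the y axis; each point is a gene, and the dashed line marks an equal change. Without CM 62 genes lie above 0 and 87 at or below it.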

**Figure 2:**
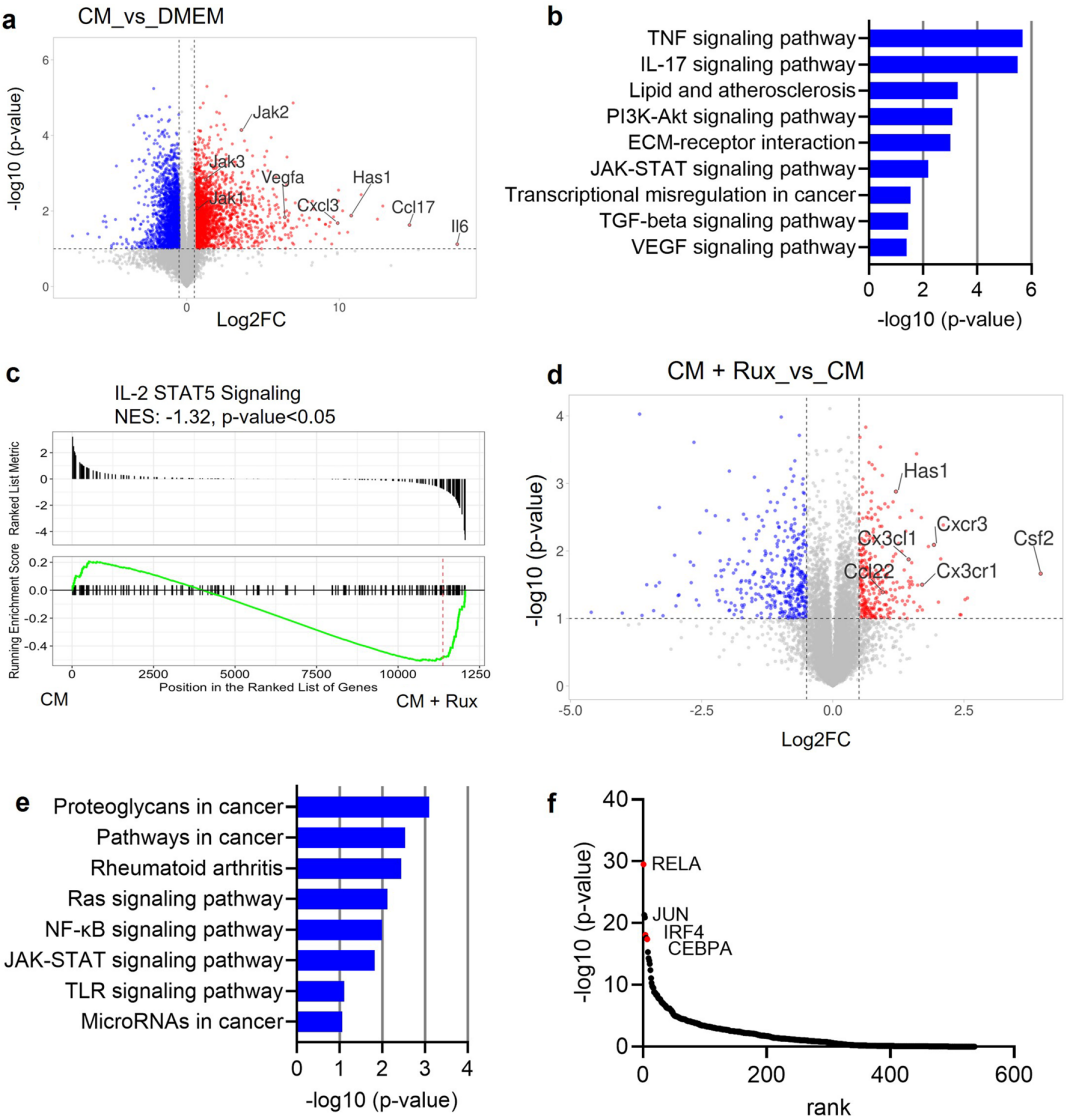
Macrophages upregulate a subset of genes associated with tumor promotion in response to JAK inhibition. (**a**) Volcano plot of differentially expressed gene in macrophages treated with tumor conditioned media (CM) from 4T1 cells, compared to DMEM. Genes with log_2_FC ≥ 0.5, p-value ≤ 0.05 were included in downstream analyses (**b**) Pathway analysis on upregulated genes from (**a**), using DAVID Pathway analysis tool. (**c**) Changes in expression of the IL-2 STAT5 signaling pathway in macrophages treated with tumor CM and vehicle vs CM and ruxolitinib (rux). (**d**) Volcano plot showing differentially expressed genes in macrophages treated with CM in presence of vehicle or ruxolitinib. Genes with log_2_FC ≥ 0.5 and p-value ≤ 0.05 were used for downstream analyses. (**e**) Pathway analysis on upregulated genes from (**d**), using DAVID pathway analysis tool (**f**) Transcription factor analyses on upregulated genes from (**d**) using the Lisa Cistrome analysis tool.

### NF-κB is activated in tumor-conditioned macrophages following treatment with JAK inhibitors

NF-κB is a critical transcription factor pathway predominantly activated downstream of the TNFα receptor^20^. The p65 and p50 subunits of NF-κB are phosphorylated by the upstream kinase Inhibitor of kappa kinase (IKK). The complex of p65 and p50 subunit then translocates to the nucleus to regulate transcription^20^. Our results suggest that NF-κB is activated in macrophages treated with ruxolitinib. To confirm this finding, we isolated BMDMs from WT Balb/c mice and treated them with CM from B/B-treated HC11/R1 (Fig. 3a,b) and 4T1 (Fig. 3c,d) tumor cell lines. We observed increased phosphorylation of the p65 subunit of NF-κB in macrophages treated with tumor cell CM in the presence of ruxolitinib. Both STAT3 and STAT5 are activated by 4T1 and HC11/R1 CM in BMDMs. However, HC11/R1 cells secrete significantly more IL-6 upon treatment with B/B than 4T1 cells, which robustly phosphorylates STAT3 in macrophages treated with CM^18,47^. Conversely, 4T1 cells secrete significant amounts of the cytokine GM-CSF, which we have previously shown to phosphorylate STAT5 in macrophages^18,41^. Therefore, we further investigated whether activation of STAT proteins in macrophages was downstream of JAK1/2. Immunoblot analysis of phospho-STAT3 in BMDMs treated with HC11/R1 CM, and for phospho-STAT5 in BMDMs treated with 4T1 CM demonstrated that phosphorylation of both the STAT proteins is inhibited by ruxolitinib (Fig. 3). Together, our data suggest increased phosphorylation of the p65 subunit of NF-κB following inhibition of JAK in tumor associated macrophages. To determine whether the activation is specific to JAK inhibition by ruxolitinib, we treated BMDMs with CM from 4T1 tumor cells in presence of Solcitinib (Fig. 3e,f) and NVP-BSK805 (Fig. 3g,h), inhibitors specific for JAK1 and JAK2 respectively^48,49^. We observed a similar increase in phosphorylation of p65 in BMDMs treated these inhibitors, suggesting that NF-κB activation is not specific to ruxolitinib-mediated JAK inhibition. Our results thus far suggest that NF-κB is activated in tumor associated macrophages treated with JAK inhibitors.

**Figure 3:**
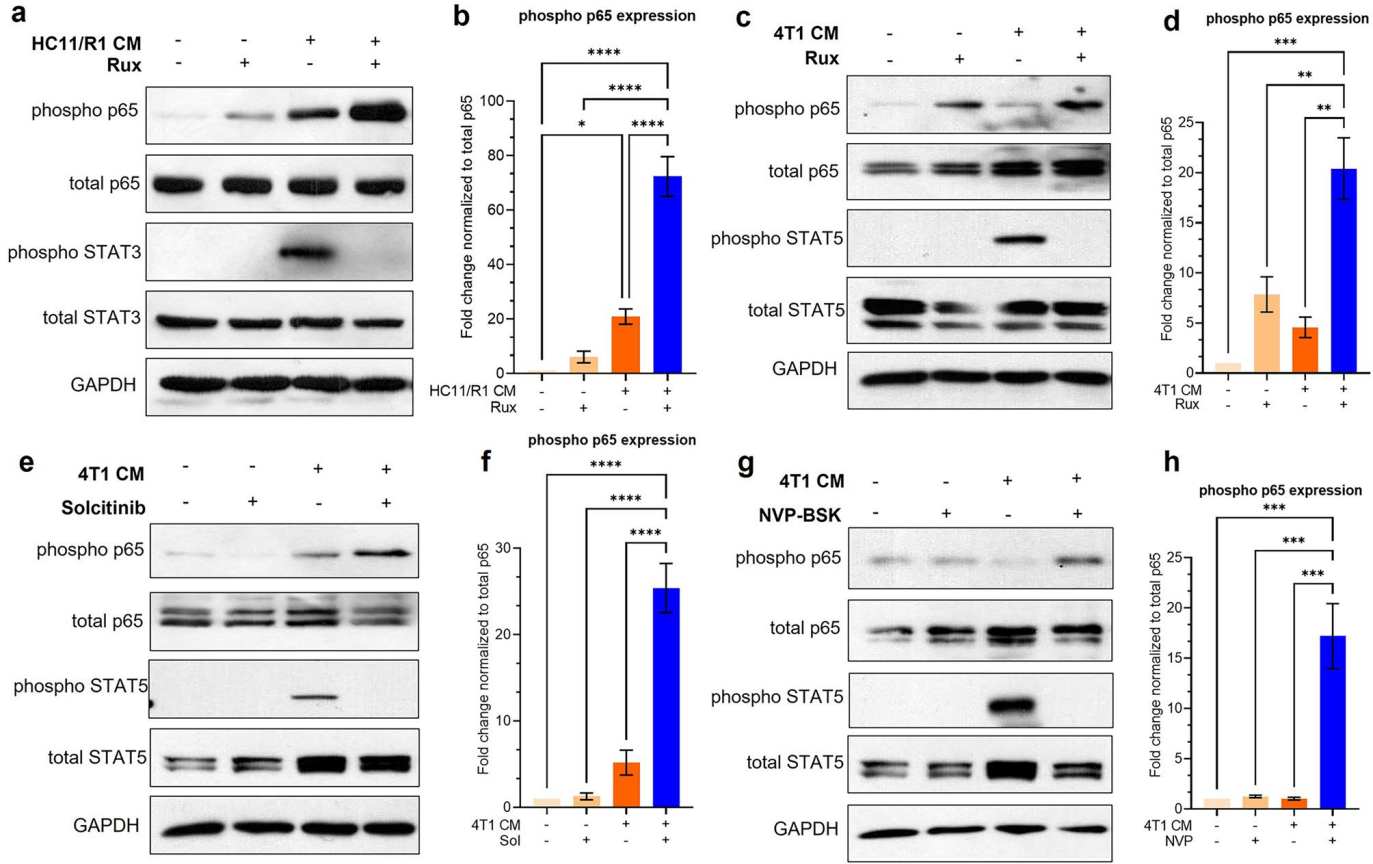
NF-κB is activated in tumor-conditioned macrophages treated with JAK inhibitors. (**a**–**d**) Immunoblot and quantification of protein lysates from BMDMs treated with CM from HC11/R1 cells (**a**,**b**) and 4T1 cells with ruxolitinib (**c**,**d**). (**e–h**) immunoblot of BMDMs treated with CM from 4T1 cells with solcitinib (**e**,**f**) and NVP-BSK805 (**g**,**h**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 Representative blots from n = 3 biological replicates.

### Ruxolitinib treatment increases nuclear localization of NF-κB in TAMs

Upon phosphorylation, the p65 and p50 units of NF-κB translocate to the nucleus and bind to promoter regions of target genes to regulate transcription^20^. In order to determine if ruxolitinib treatment increases nuclear translocation of phosphorylated p65, we performed immunoblot analyses on cytoplasmic and nuclear fractions separately of BMDMs treated with HC11/R1 (Fig. 4a–c) and 4T1 (Fig. 4d–f) CM. We detected increased phosphorylated p65 in nuclear lysates of BMDMs treated with CM and ruxolitinib, suggesting increased nuclear translocation of activated NF-κB. Our results indicate that ruxolitinib leads to increased NF-κB activation and increases nuclear translocation in TAMs, thus also suggesting an increase in NF-κB transcriptional activity.

**Figure 4:**
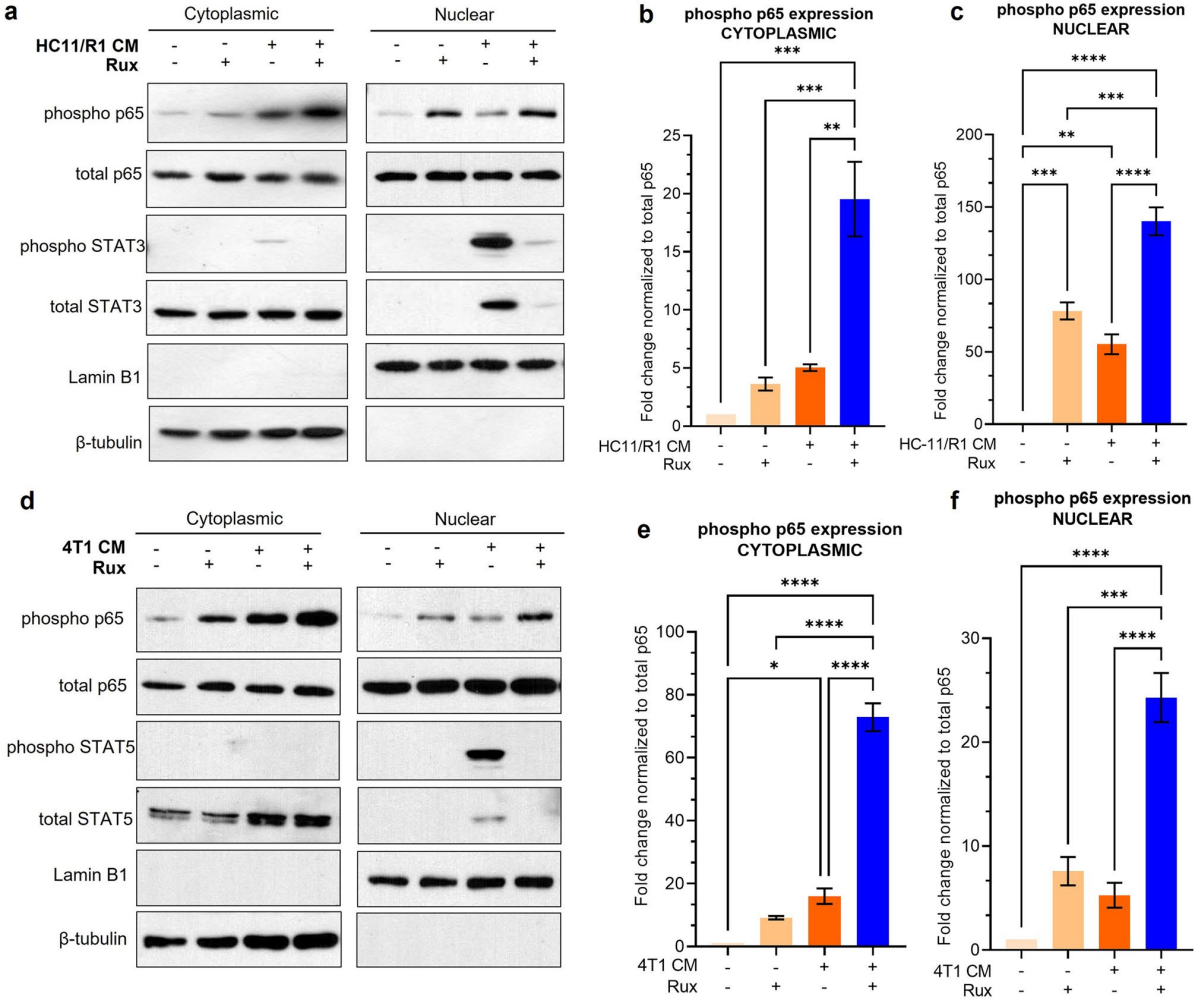
Ruxolitinib treatment increases nuclear localization of NF-κB in TAMs. BMDMs were treated with CM from HC11/R1 cells (**a**–**c**) and 4T1 cells (**d**–**f**) with ruxolitinib, and protein lysates from the cytoplasmic and nuclear fraction were immunoblotted for phospho-p65. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 Representative blots from n = 3 biological replicates.

### Inhibition of NF-κB through the canonical pathway inhibits the induction of a subset of genes in TAMs treated with ruxolitinib

The p65 subunit of NF-κB is phosphorylated by upstream kinases IKKα and IKKβ, by mediating degradation of the sequestering protein IκB as well as directly phosphorylating the S536 site on p65^19^. This activation mechanism is a part of the canonical NF-κB activation pathway^50^. While these results suggested increased phosphorylation of p65 at the S536 site, the upstream kinases responsible for the activation remained unclear. We treated BMDMs with IKK-16, an inhibitor of IKKα/β kinases, in addition to ruxolitinib and tumor cell-conditioned media. We found that IKK-16 inhibits the phosphorylation of p65 observed in BMDMs treated with HC11/R1 and 4T1 CM and ruxolitinib (Fig. 5a–d). This finding suggests that the p65 activation observed in ruxolitinib treated BMDMs is mediated through the canonical NF-κB pathway.

**Figure 5:**
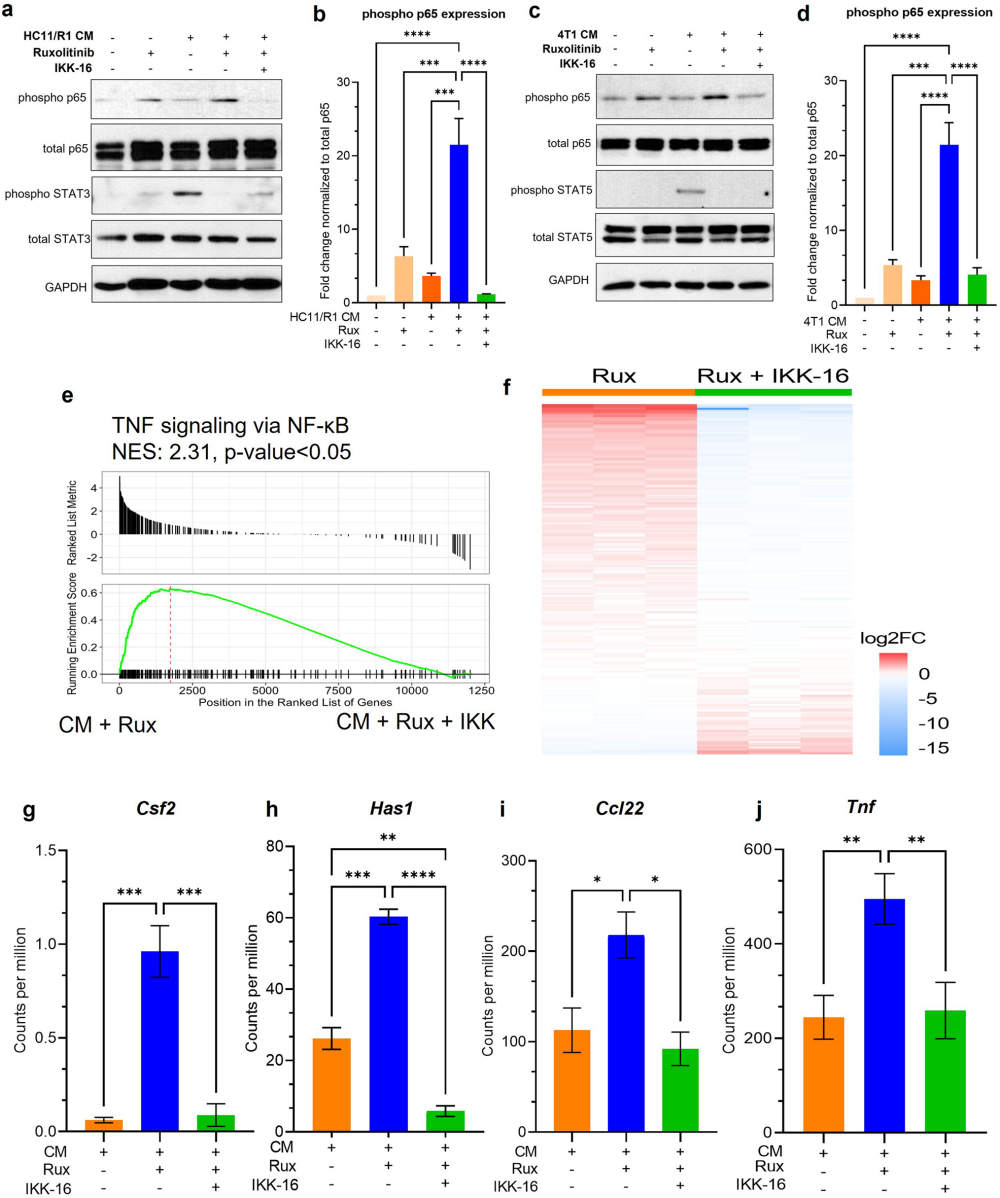
Inhibition of NF-κB through the canonical pathway inhibits the induction of genes in TAMs treated with ruxolitinib. Immunoblots of BMDM lysates treated with HC11/R1 CM (**a**,**b**) and 4T1 CM (**c**,**d**) with ruxolitinib and IKK-16. Representative blots from n = 3 biological replicates. (**e**) Changes in expression in TNF signaling via NF-κB pathway in 4T1 CM and ruxolitinib treated cells vs CM, ruxolitinib and IKK-16 treated cells. (**f**) Heatmap showing gene expression of upregulated genes from Fig. 1f in BMDMs treated with CM and ruxolitinib vs CM, ruxolitinib and IKK-16. (**g**–**i**) Gene expression of *Csf2*, *Has1*, *Ccl22 and Tnf* in macrophages treated with CM, ruxolitinib and IKK-16, plotted as counts per million from RNA-sequencing reads. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To study the effect of NF-κB inhibition on gene expression in macrophages, and to assess whether IKK affects the induction of genes observed in Fig. 2d, we treated BMDMs with IKK-16 in addition to CM and ruxolitinib and compared gene expression to macrophages treated without the NF-κB inhibitor. 

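Adding IKK-16 to CM + Rux changed 957 genes, of which 504 were called higher and 453 lower than in CM + Rux. Of the 65 NF-κB target genes, 63 fell and 2 rose. Over all genes 33 of them were called lower, and 41 adjusted over the list alone. The median log2 fold change of the list was -0.70 (adjusted p = 6.6e-27 with camera and 5.3e-04 with fry). Within the list Il23a fell the most (-3.2). Among all genes with a mean of at least 1 CPM, the largest falls were those of Shisa3 (-3.63), Has1, Il23a, Lcn2 (-3.19) and Saa3 (-3.19). The largest rises were those of Cd300lf (2.74), Fam83f (2.67), Angptl2 (2.50), Tmem154 (2.29) and Vash2 (2.19). These values are log2 fold changes.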

Macrophages treated with conditioned media with ruxolitinib showed a positive enrichment score for genes involved in the NF-κB pathway, in comparison to treatment with ruxolitinib and IKK-16 (Fig. 5e). This suggests inhibition of the NF-κB pathway by IKK-16 in macrophages. 

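Of the 149 genes called higher in CM + Rux than in CM, 49 were called lower when IKK-16 was added, which is 32.9% (95% Wilson interval 25.9 to 40.8%). IKK-16 lowered 115 of the 149 in direction, and 8 were called higher with it. Of all genes tested, 3.66% were called lower with IKK-16. Among 10000 random lists of 149 genes with similar expression, the mean share was 3.48% and the highest 10.1%. Both comparisons use the CM + Rux samples, so a gene that is high there by chance appears both induced and lowered. In simulated counts in which IKK-16 changed nothing, 0% of the induced genes were called lower in each of 15 draws. The simulated data gave more induced genes than the measured data, a mean of 342 per draw.

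**Figure D2:**
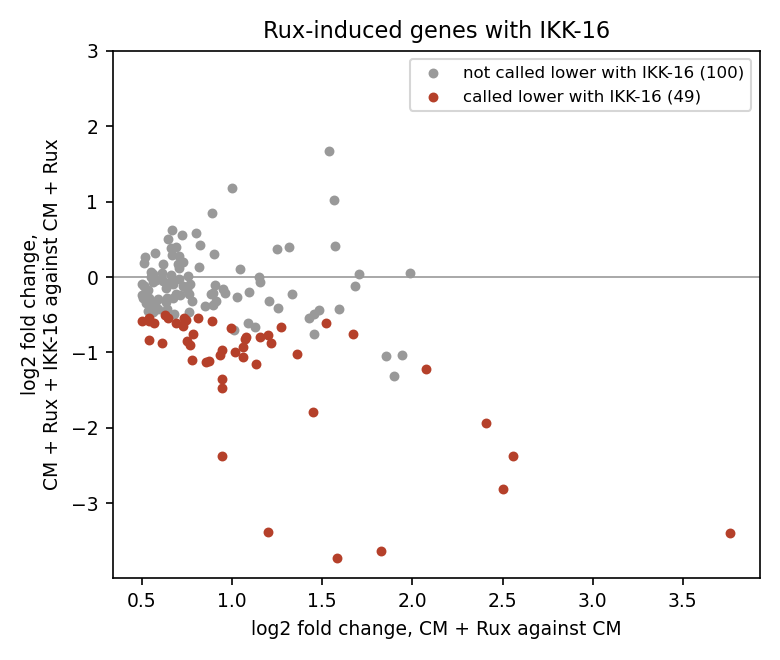
Log2 fold change of the 149 genes with ruxolitinib in CM on the x axis, and with IKK-16 added to CM + Rux on the y axis; each point is a gene. The 49 genes called lower with IKK-16 are red and the other 100 grey, and the value of Csf2, the gene farthest right, rests on CM samples with at most 3 counts.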

Comparing expression of the genes upregulated by ruxolitinib (Fig. 2d) to their expression when additionally treated by IKK-16 shows that NF-κB inhibition downregulates 50 percent of the genes induced by ruxolitinib alone (Fig. 5f). 

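Csf2 (ENSMUSG00000018916, chromosome 11 from 54247271 to 54249667) had 0.0618 ± 0.0248 CPM (SD, n = 3) in CM, where each sample had at most 3 counts, 0.963 ± 0.239 CPM (SD, n = 3) in CM + Rux and 0.0884 ± 0.105 CPM (SD, n = 3) with IKK-16. It was at least 5.77-fold higher with ruxolitinib (adjusted p = 0.0078) and fell with IKK-16 by 3.39 on the log2 scale (standard error 0.64, adjusted p = 0.0037). Has1 (ENSMUSG00000003665, chromosome 17 from 17843323 to 17855205) had 26.3 ± 5.29 CPM (SD, n = 3) in CM, 60.4 ± 3.68 CPM (SD, n = 3) in CM + Rux and 5.83 ± 2.57 CPM (SD, n = 3) with IKK-16. Its log2 fold change was 1.2 with ruxolitinib (standard error 0.26, adjusted p = 0.015) and -3.38 with IKK-16 (standard error 0.28, adjusted p = 1.3e-05). For the rise of Has1, the adjusted p was 0.068 without CM replicate 1, 0.061 without CM replicate 3 and 0.056 without CM + Rux replicate 1, within a range of 3.3e-07 to 0.13 over the alternatives. Ccl22 (ENSMUSG00000031779, chromosome 8 from 94745590 to 94751699) had 113 ± 42.8 CPM (SD, n = 3) in CM, 219 ± 44.1 CPM (SD, n = 3) in CM + Rux and 92.2 ± 32.0 CPM (SD, n = 3) with IKK-16. Its rise with ruxolitinib was not called (log2 fold change 0.95, standard error 0.28, adjusted p = 0.073), although each CM + Rux sample lay above each CM sample. With the replicate number in the model the adjusted p of this rise was 5.7e-04, without CM replicate 3 it was 0.016, and over the alternatives it lay between 1.8e-06 and 0.36. With IKK-16 Ccl22 changed by -1.24 (adjusted p = 0.0090). Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) had 245 ± 80.6 CPM (SD, n = 3) in CM, 496 ± 93.2 CPM (SD, n = 3) in CM + Rux and 259 ± 103 CPM (SD, n = 3) with IKK-16. The paper names 16 genes from these samples. Of these, 11 passed an adjusted p-value of 0.05 with ruxolitinib adjusted over the list alone (8 rose, and Ccl17, Jak1 and Jak3 fell) and 8 over all genes (6 rose, and Jak1 and Jak3 fell). With IKK-16 the numbers were 10 and 7, and all of these fell. The counts adjusted over the list alone are not independent evidence, because the paper chose the genes on these samples.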

Several genes such as *Csf2, Has1*, *Ccl22* and *Tnf* induced by ruxolitinib and inhibited by IKK-16 (Fig. 5g–j) are associated with driving tumor-promoting functions in macrophages and increasing survival of tumor cells^51–57^. Taken together, our results suggest that the NF-κB pathway mediates upregulation of a gene expression profile associated with tumor progression in macrophages treated with JAK inhibitor and may be a mediator of macrophage derived resistance to JAK inhibition.

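By the median of the genes raised by ruxolitinib, the samples with IKK-16 lay between CM and CM + Rux. The median log2 fold change was -0.34 against CM + Rux and 0.47 against CM. In simulated counts with IKK-16 samples at the CM level, the median against CM was 0.076 to 0.12, and with IKK-16 samples at the CM + Rux level it was 0.70 to 0.76. Of the 149 genes, 65 were still called higher than in CM and 4, Has1 among them, were called lower than in CM. Against DMEM, 61 of the 65 NF-κB target genes had been called higher in CM and 1 lower (median log2 fold change 2.70, adjusted p = 2.9e-34 with camera and 3.9e-07 with fry). These counts were the same adjusted over the list alone. The gene called lower, Irf1, has the largest fall of the list (-0.70). From the inhibition of induced genes by IKK-16, the paper proposes that the NF-κB pathway mediates their upregulation. The samples include no CM with IKK-16 but without ruxolitinib. Whether IKK-16 removed the rise with ruxolitinib or lowered expression that CM alone gives therefore cannot be told apart here.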

### NF-κB inhibition in combination with ruxolitinib improves therapeutic efficacy

Our results thus far demonstrate that the NF-κB pathway mediates induction of a subset of genes in macrophages known to be associated with tumor progression. Based on these results, we hypothesized that NF-κB may be a possible mediator of resistance to ruxolitinib mediated by macrophages. We evaluated the effectiveness of a combination of NF-κB and JAK inhibition in vivo compared to single therapy with JAK inhibition. 4T1 tumor bearing mice were treated ruxolitinib and IKK-16 either alone or in combination. Tumor growth rates were not significantly different between vehicle control, ruxolitinib-only and IKK-16 only treatment groups (Fig. 6a). This is consistent with our previous results where we observed a lack of efficacy of ruxolitinib in vivo^18^. However, we observed significantly slower tumor growth rates in mice treated with ruxolitinib and IKK-16 together. Similarly, we observed improved survival in mice treated with the combination therapy compared to vehicle control and each inhibitor alone (Fig. 6b). While there was no significant difference in the extent of proliferation between the treatment groups, as measured by staining with the DNA ortholog BrdU (Fig. 6c,e), labeling of apoptotic cells using the TUNEL fluorometric system showed increased apoptosis in the tumors treated with the combination of ruxolitinib and IKK-16 (Fig. 6d,f). These data further corroborate the involvement of NF-κB in mediating resistance to JAK inhibition. These findings also suggests that IKK-16 helps combat the compensatory negative effects of macrophages that cause resistance to ruxolitinib, and inhibition of NF-κB in combination with ruxolitinib is beneficial over treating with ruxolitinib alone.

**Figure 6:**
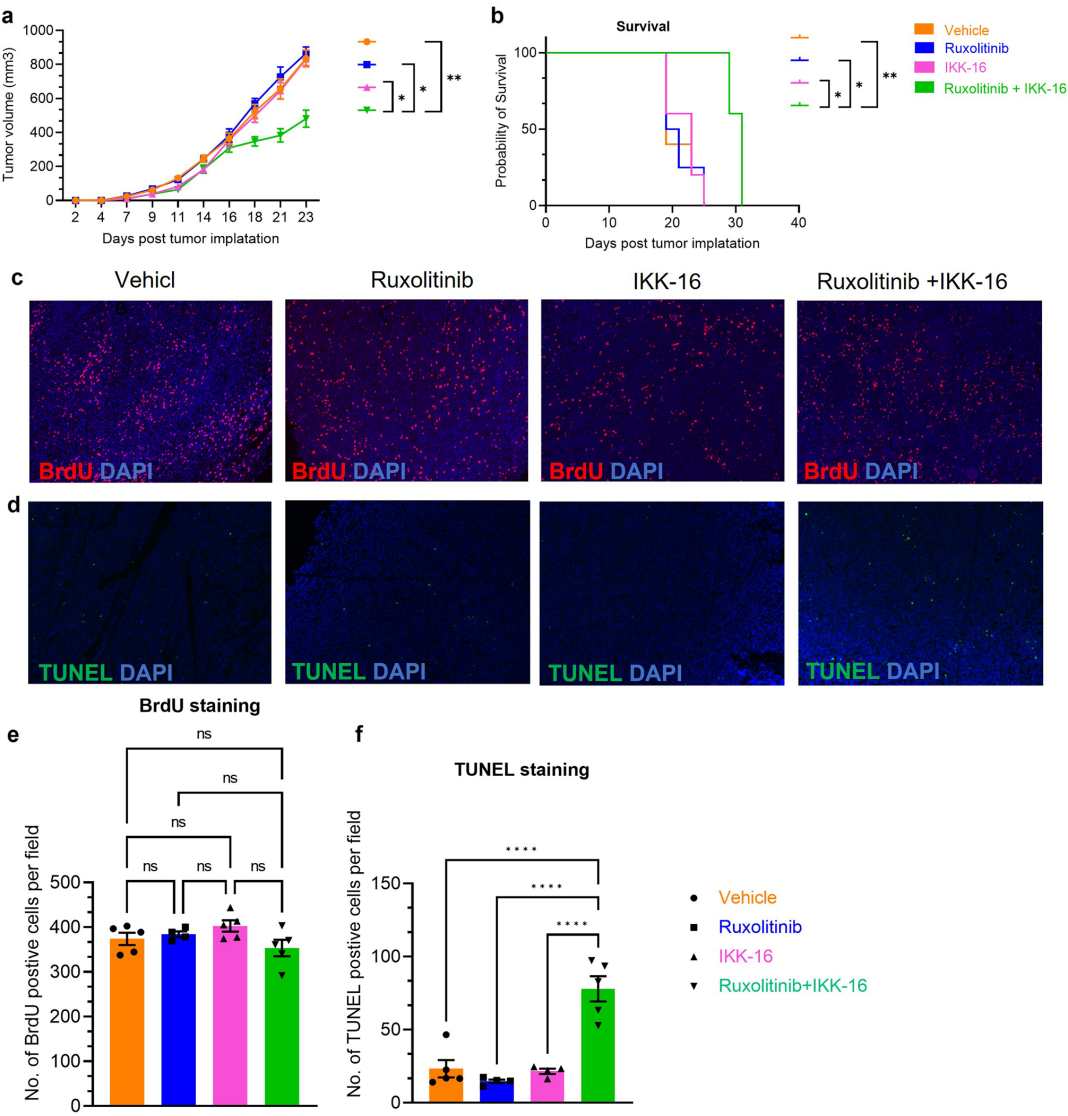
Inhibition of NF-κB in combination with JAK inhibition enhances responsiveness to ruxolitinib. (**a**) Tumor volume graph for each treatment group in 4T1 tumor bearing mice. Treatments were started when tumors reached 200mm^3^ and mice were euthanized at tumor size of 1000 mm^3^. (**b**) Kaplan–Meier curves of 4T1 tumor bearing mice for each treatment group. % survival on Y-axis indicates proportion of mice reaching tumor end point of 1000 mm^3^. (**c**–**f**) Representative immunofluorescent images and quantification of BrdU staining (**c**,**e**) (red) and TUNEL staining (**d**,**f**) (green) from tumor sections of 4T1 tumor bearing mice from each treatment group. 5 images were randomly captured from each tumor section and quantified using ImageJ. n = 4 for ruxolitinib treatment group, n = 5 mice for all other treatment groups. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

The TME and its impact on every aspect of tumor development is an immensely important consideration while developing anti-tumor therapies^58–61^. Our results from this and previous studies indicate that the JAK/STAT pathway is activated in tumor and stromal cells alike^18,47,62^. Targeting oncogenic pathways in tumor cells is accompanied by the unavoidable caveat of targeting the same pathways in cells of the TME. Our study shows that this off-cell-type targeting can lead to development of resistance to tumor-targeted therapy and targeting the TME in combination with the tumor cells may be beneficial.

Ruxolitinib, a JAK1/2 inhibitor is currently in clinical trials for ER+, HER2+ and triple negative breast cancer either as a single therapy or in combination with chemotherapy^9^. However, two clinical trials investigating ruxolitinib in triple negative breast cancer have been terminated due to lack of efficacy over placebo^63,64^. We have previously shown that soluble factors from macrophages promoted resistance to ruxolitinib in human breast cancer cell lines^18^. We have also shown that a combination therapy targeting the macrophage-derived soluble factors in addition to the tumor cells is beneficial over single treatment with JAK inhibitors in vivo^18^. We observed an improved response to ruxolitinib in our murine mammary tumor models when combined with macrophage depletion from the TME^18^. In the current study, our in vitro co-culture experiments indicate that the presence of macrophages increases survival in cells treated with ruxolitinib. We did not observe the same protective effect if the macrophages were treated with ruxolitinib in the absence of tumor conditioned media, suggesting that soluble factors from tumor cells were necessary for macrophages to mediate resistance to ruxolitinib. Gene expression studies of TAMs treated with ruxolitinib showed that mammary tumor cells activate the JAK/STAT pathway in TAMs via secreted soluble factors, and thereby activate several tumor promoting pathways such as the TNF signaling pathway, PI3-Akt signaling pathway, VEGF signaling pathway^65,66^. Inhibiting the JAK pathway in the TME also targets the TAMs, and our studies have shown that in macrophages this upregulates a subset of genes enriched in cancer associated pathways and known to be associated with tumor promotion^42,65^. Of note, we did not observe upregulation of genes in macrophages treated with ruxolitinib without tumor-conditioned media, further corroborating the requirement of tumor-derived soluble factors. In this study we aimed to elucidate the mechanism underlying the activation of a gene signature observed in macrophages following JAK inhibition.

The NF-κB transcription factor pathway emerged as the most upregulated pathway when we analyzed our gene set via the DAVID and LISA pathway analysis^36–38^. In our previous study, we observed a similar phenotype in human macrophages treated with tumor cell-derived CM, which was also regulated by NF-κB. While there were few individual genes common between the two studies, likely owing to species differences in tumor and macrophage models used, the transcriptional analyses identifying NF-κB as the regulating transcription factor were in concordance, further corroborating our hypotheses. In this study, we observed increased phosphorylation of p65 at S536 site within 15 min after treatment in BMDMs treated with tumor CM and ruxolitinib, which suggests an interaction upstream of transcriptional regulation in the nucleus. 

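In BMDMs treated with ruxolitinib in DMEM, 56 of the 65 NF-κB target genes fell and 9 rose. Their median log2 fold change was -0.32, or -0.33 with the 4 genes at the limit of detection set to their bounds. The adjusted p was 2.4e-12 with camera and 0.086 with fry, and over the alternatives the p-value lay between 1.3e-19 and 0.069. Over all genes and adjusted over the list alone, 1 of them was called lower. This was Slfn2 (-0.63, adjusted p = 0.037), which was picked out after its values were seen. The STAT5 targets had a median of -0.033 (-0.015 with 2 genes at their bounds, adjusted p = 0.15 with camera and 0.52 with fry). Without DMEM + Rux replicate 3 the STAT5 median was -0.10 with an unadjusted p of 0.018, and over the alternatives the p-value lay between 0.018 and 0.52. Socs1, the largest fall of the STAT5 list, was the 1 gene of it called lower (-1.76), also adjusted over the list alone.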

We also observed an increase in p65 phosphorylation when the macrophages were treated with ruxolitinib in absence of tumor CM, which did not translate to an increased gene expression profile similar to the one observed in presence of CM (data not shown). Other JAK inhibitors such as Solcitinib and NVP-BSK805 also induced phosphorylation of p65 in TAMs, suggesting that this mechanism is not specific to JAK inhibition by ruxolitinib. In several cancer models, activation of NF-κB in stromal cells has been shown to be required for onset of tumorigenesis^43–46^. Release of cytokines such as TNF-α and IL-6 following NF-κB activation activates pro-survival signals in tumor cells and promotes growth and progression^67^. Inhibition of these inflammatory cytokines in a mouse model of hepatocellular carcinoma lead to decrease tumor load and delay in tumor onset^68^. Whereas genetic deletion and inhibition of NF-κB led to an anti-tumor effect in these models, defective NF-κB activity was also reported in tumor associated macrophages from a late stage murine sarcoma model, and restoring NF-κB activity was associated with tumor regression in a mouse mammary carcinoma model^69–71^. The role of NF-κB in the functions of macrophages in the tumor microenvironment thus seems to be dependent on tumor type, stage, and progression. Our gene expression studies in tumor-associated macrophages demonstrate that ruxolitinib treatment in presence of CM activated genes associated with the NF-κB pathway, several of which were associated with tumor-promoting function. Ruxolitinib upregulated expression of *Csf1*, widely associated with tumor promoting phenotype of macrophages^72–74^. 

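Csf1 (ENSMUSG00000014599, chromosome 3 from 107741048 to 107760469) had 7.42 ± 0.163 CPM (SD, n = 2) in DMEM, 25.7 ± 5.90 CPM (SD, n = 3) in CM and 77.8 ± 4.83 CPM (SD, n = 3) in CM + Rux. Its log2 fold change with ruxolitinib in CM was 1.6 (standard error 0.21, adjusted p = 6.1e-04), and the samples of the groups did not overlap. With IKK-16 it had 57.8 ± 13.7 CPM (SD, n = 3), a log2 fold change of -0.43 against CM + Rux (adjusted p = 0.19), and it remained called higher than in CM (1.17, adjusted p = 0.0015). In DMEM ruxolitinib changed it by -0.12 (adjusted p = 1.0).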

Numbers of circulating tumor cells and metastases were shown to be reduced by genetic ablation of *Csf1*, a major growth factor required for macrophage differentiation^75^. 

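Cx3cl1 (ENSMUSG00000031778, chromosome 8 from 94772009 to 94782427) had 12.0 ± 3.39 CPM (SD, n = 3) in CM and 32.6 ± 6.13 CPM (SD, n = 3) in CM + Rux, a log2 fold change of 1.43 (standard error 0.28, adjusted p = 0.0089). With IKK-16 it changed by -0.55 (adjusted p = 0.20). This fall had, with the replicate number in the model, an adjusted p of 0.024, within 6.0e-04 to 0.55 over the alternatives. Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879) had 123 ± 15.7 CPM (SD, n = 2) in DMEM. It had 40.9 ± 17.0 CPM (SD, n = 3) in CM and 133 ± 36.4 CPM (SD, n = 3) in CM + Rux. CM had thus lowered it, and its level with ruxolitinib was near that in DMEM. From CM to CM + Rux it rose by a log2 fold change of 1.7 (standard error 0.38, adjusted p = 0.019). For this rise the adjusted p was 0.052 without CM replicate 1, 0.065 without CM replicate 3 and 0.086 without CM + Rux replicate 1, within 1.6e-07 to 0.28 over the alternatives. With IKK-16 Cx3cr1 changed by 0.043 (adjusted p = 0.96). Leaving out 1 sample turned this change to -0.16 without CM + Rux replicate 3, -0.046 without IKK-16 replicate 1 and -0.035 without IKK-16 replicate 2.

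**Figure D3:**
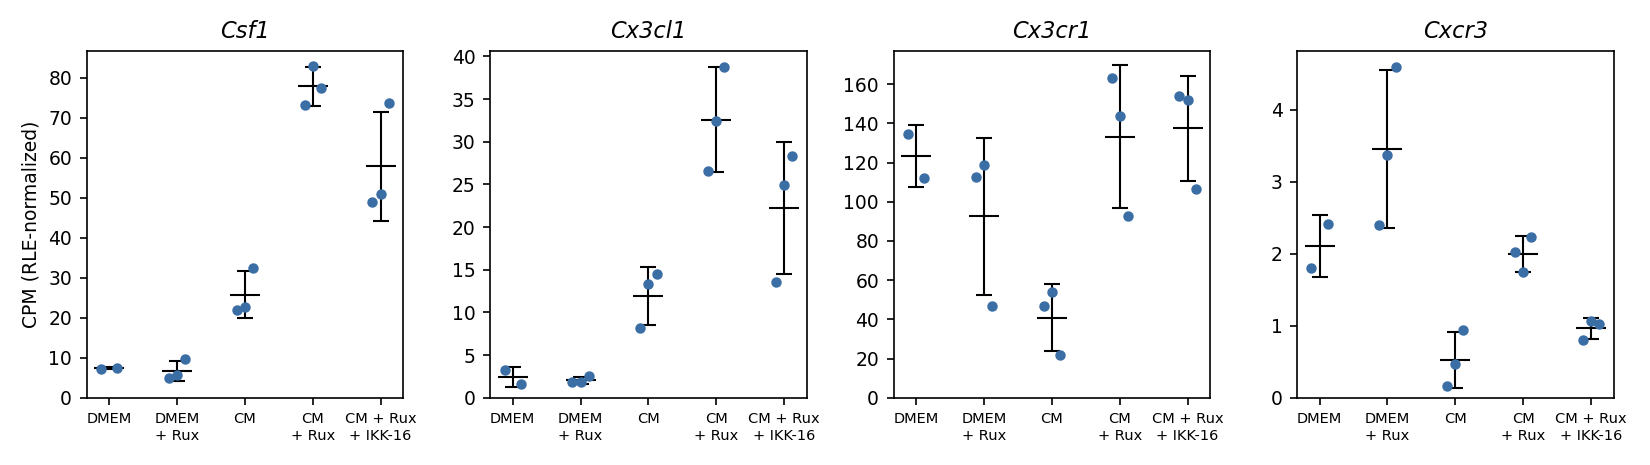
CPM of Csf1, Cx3cl1, Cx3cr1 and Cxcr3 in 5 groups of BMDMs; points are samples, and bars give the mean and SD. In each of the 4 genes, the CM + Rux samples lie above the CM samples.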

Expression of several other genes upregulated by ruxolitinib such as *Csf2, Cx3cl1, Cx3cr1, Has1, and Ccl22* in myeloid cell populations is known to be associated with tumor progression, myeloid cell accumulation, and tumor progression^51–56,76,77^. This unforeseen effect needs to be considered during development and investigation of other JAK inhibitors as potential therapeutic options. CSF2 has been shown to mediate resistance to Csf1r inhibition, and to induce accumulation of tumor-promoting myeloid cells^51,52^. In mouse models of skin carcinogenesis, the CX3CL1-CX3CR1 axis was found to be important for promoting recruitment of tumor associated macrophages and promoted tumor progression^76^. HAS1 is an enzyme involved in expression of hyaluronan, an important component of the extracellular matrix, and a hyaluronan-rich tumor microenvironment is associated with enhanced malignancy and poor prognosis in cancer patients^56,77^. CCL22 is an important chemokine involved in recruitment of regulatory T cells, and blocking the CCL22-CCR4 axis inhibited tumor progression in in vitro and in vivo models. The effect of macrophages on mediating resistance to ruxolitinib may be due to mechanistic co-operation between these and several other factors, and further studies are needed to determine the role of specific soluble and intracellular factors.

IKK-16, an inhibitor of the kinase upstream of p65, IKKα/β, inhibited the phosphorylation of p65 by ruxolitinib, suggesting that the observed induction may be regulated by the canonical NF-κB pathway. 

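When the replicate number was added to the model of all samples, 112 of the genes called higher with ruxolitinib in CM were called lower with IKK-16, which is 36.7%.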

Gene expression studies using RNA-sequencing in cultured BMDMs treated with CM and inhibitors, either alone or in combination, demonstrate that ruxolitinib treatment in presence of CM induced expression of 189 genes, 90 of which were significantly inhibited by IKK-16. This finding corroborates our hypothesis that the NF-κB pathway is one of the major regulators of the gene expression profile induced in TAMs by JAK inhibition. We observed an improved response to ruxolitinib when combined with IKK-16 in vivo, providing further evidence of the NF-κB pathway mediating resistance to ruxolitinib. 

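The log2 fold change of Tnf was 1.02 with ruxolitinib in CM (standard error 0.34, adjusted p = 0.12) and -0.94 when IKK-16 was added (standard error 0.34, adjusted p = 0.082). In both comparisons the samples of the groups did not overlap, which for 3 samples against 3 happens by chance in 10% of genes, and neither change was called. Both were called with the replicate number in the model, with an adjusted p of 0.042 for the rise and 0.030 for the fall. Over the alternatives the adjusted p lay between 4.0e-07 and 0.36 for the rise and between 2.3e-05 and 0.26 for the fall.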

Our studies demonstrated an increase in *Tnf* expression with ruxolitinib, which was inhibited by IKK-16. Ligands from the TNF superfamily are known to promote tumor cell proliferation and progression and induce tumor-promoting inflammation^57^. The ability of the NF-κB inhibitor to decrease TNF expression by macrophages and also inhibit downstream signaling in tumor cells may be a potential mechanism by which NF-κB inhibition improves efficacy of ruxolitinib in combination. Treating with IKK-*16 *in vivo is likely to target the entire TME in addition to macrophages, thereby inhibiting NF-κB in tumor cells as well. In a study with glioblastoma cell lines U251-MG and U87-MG, increased phosphorylation of p65 was observed after treatment with STAT3 inhibitor JSI-124, which is suggestive of a similar mechanism being activated in breast tumor cells^78^. Further studies are therefore needed to determine whether JAK inhibition induces a similar NF-κB-driven genetic profile in tumor cells, further contributing to resistance.

Several studies have described interactions between NF-κB and members of the JAK/STAT pathway at various interfaces in the cell. Members of the NF-κB pathway such as RelA have been shown to physically interact with STAT proteins such as STAT3, resulting in either co-operative transcriptional synergy or repression of transcription^79–83^. STAT5 inhibition can inhibit expression of NF-κB by downregulating expression of the NF-κB activator BCL10^84^. STAT5b has also been shown to inhibit NF-κB mediated signaling via protein interactions and limiting access to coactivators^85^. Genetic ablation of STAT5 in leukemia cells showed that STAT5 deregulated expression of NF-κB target genes by binding to promoter regions of overlapping target genes^86^. The co-operative as well as co-repressive nature of STAT and NF-κB pathways seems to be cellular context and stimulus dependent. We also observed increased activation of the TNF-NF-κB pathway in our myeloid specific STAT5 deletion model^41^. Similar to these observations, in TAMs with decreased STAT mediated transcription, NF-κB may upregulate expression of a subset of genes by binding to promoter regions of target genes in the nucleus. In our study, we observed increased phosphorylation of p65 within 15 min of treatment by tumor conditioned media and ruxolitinib, which begets the possibility that in our model, this interaction may be upstream of the nuclear function of these transcription factors.

The results from these studies support the concept that macrophages are key drivers of response to tumor-targeted therapy. Small molecule inhibitors are often developed and investigated with majority of their attention on the tumor cells. The signaling pathways are present and activated in most cells of the TME, and thus the effect of tumor-targeted inhibitors on the cells of the TME complicates the response to the inhibitors. Several other protein kinase inhibitors such as imatinib, temsirolimus, sorafenib and sunitinib have been shown to affect tumor-immune response by inhibiting critical pathways in T cells^87^. Special attention thus needs to be given to such counter-productive effects of inhibitors. Several inhibitors and antibodies targeting components of the NF-κB pathway are being investigated in pre-clinical and clinical models, making it an ideal target for exploring combination therapies^88,89^. Our studies with the JAK inhibitor ruxolitinib highlight an important mechanism employed by TAMs to create an immune suppressive environment around the tumor and mediate resistance to ruxolitinib. Development of novel inhibitor combinations targeting the TME in addition to the tumor cells may be beneficial for patients who do not respond to single therapy.

### Supplementary Information

Supplementary Figures.

## Data Availability

The datasets used and analyzed for bulk RNA sequencing experiments in the study are available in the NCBI GEO database under the accession number GSE218138.

## Abbreviations

JAK/STAT: Janus kinase/signal transducer and activator of transcription
NF-κB: Nuclear factor kappa-B
TME: Tumor microenvironment
TAM: Tumor-associated macrophage
CM: Conditioned media
BMDM: Bone marrow derived macrophages
GO: Gene ontology
GSEA: Gene set enrichment analysis

# Supplementary material for: Targeting the NF-κB pathway enhances responsiveness of mammary tumors to JAK inhibitors
**Source:** Sci Rep. 2023 Apr 1;13:5349. doi: 10.1038/s41598-023-32321-0

S1

a

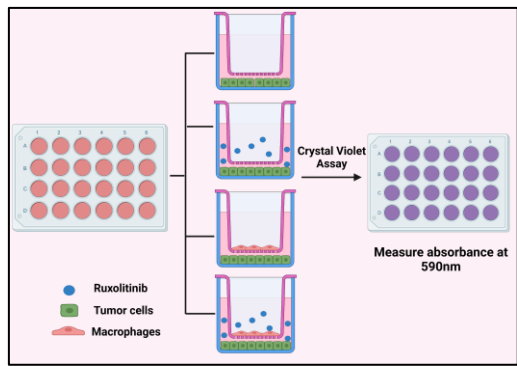

b

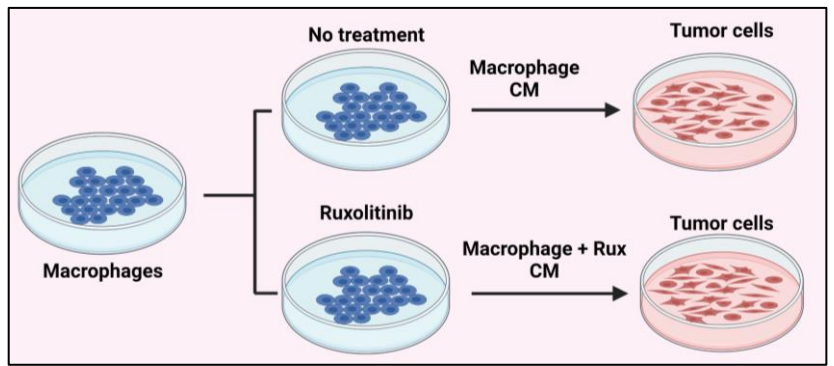

c

HC11/R1

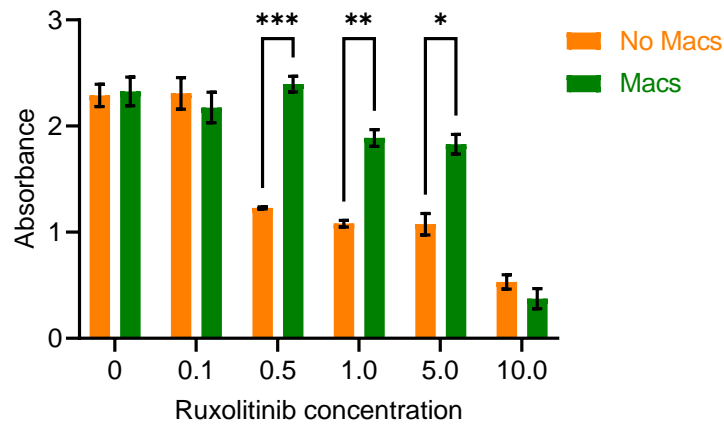

d

4T1

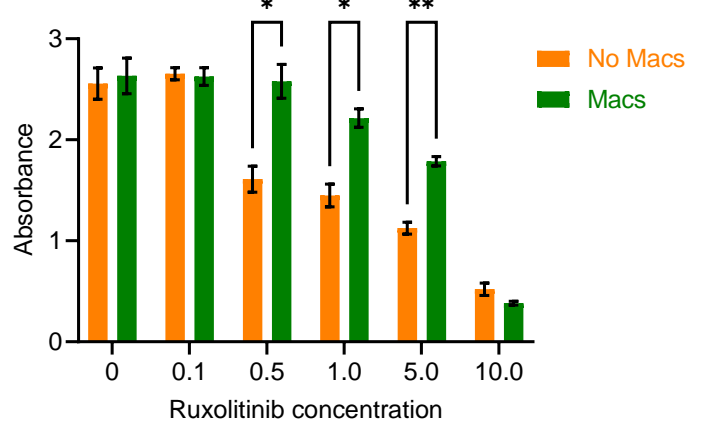

**Figure S1: (a)** Schematic of macrophages co-cultured with HC11/R1 and 4T1 tumor cells treated with ruxolitinib for 24 hours. Created using Biorender.com. **(b)** Schematic for tumor cells treated with conditioned media from ruxolitinib-treated macrophages for 24 hours. Created using Biorender.com. Cell survival measured by crystal violet assay for HC11/R1 **(a)** and 4T1 **(b)** cells co-cultured with macrophages and treated with different concentrations of ruxolitinib. **(c)** \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ,  $n = 3$  biological replicates

a

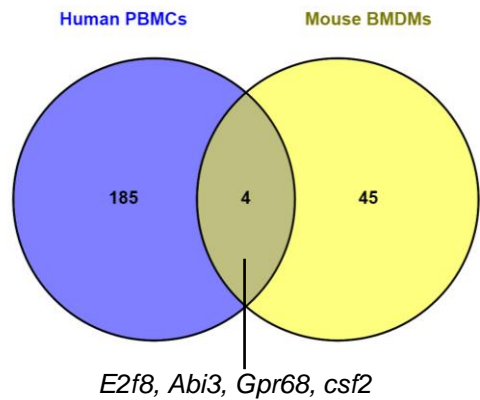

b

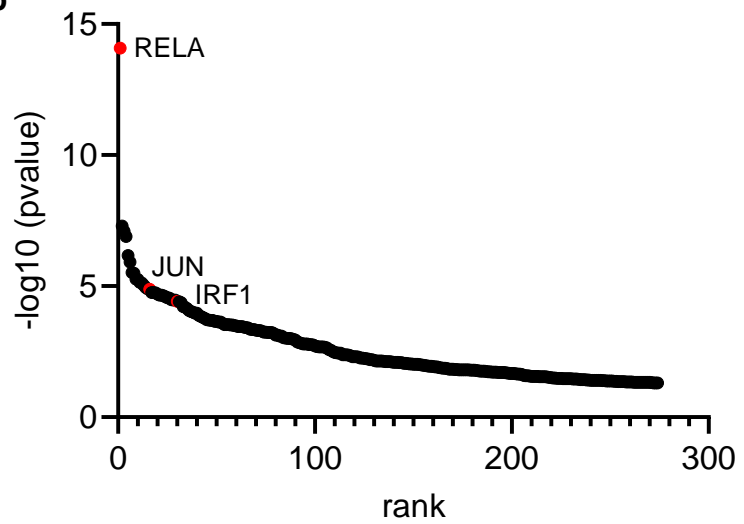

**Figure S2: (a)** Venn Diagram showing common genes upregulated in human PBMCs (blue) and mouse BMDMs (yellow) treated with tumor conditioned media and ruxolitinib **(b)** Transcription factor analyses on upregulated genes from human PBMCs in (a), full gene list available in Irej, Lassiter et al, 2019 [18].

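In the mouse BMDMs, Abi3 had 53.0 ± 7.02 CPM (SD, n = 3) in CM and 75.9 ± 8.44 CPM (SD, n = 3) in CM + Rux, a log2 fold change of 0.52 (adjusted p = 0.0063). E2f8 had 5.26 ± 1.01 CPM (SD, n = 2) in DMEM, so its level in CM + Rux was near that without CM. With ruxolitinib in CM, E2f8 went from 2.65 ± 0.354 CPM (SD, n = 3) to 5.42 ± 0.903 CPM (SD, n = 3). Its log2 fold change of 1.02 was not called (adjusted p = 0.058), but was with the replicate number in the model, with an adjusted p of 0.023 within a range of 1.4e-04 to 0.21 over the alternatives. Abi3 and E2f8 are listed in Fig. S2a as shared by both species and were added after the data were seen. The human samples of the diagram are not analysed here.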

Representative uncropped blots for **Figure 3a**

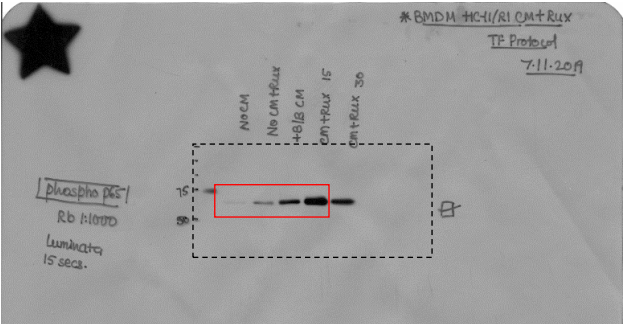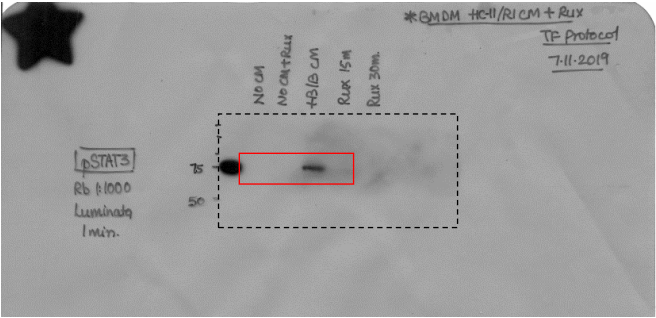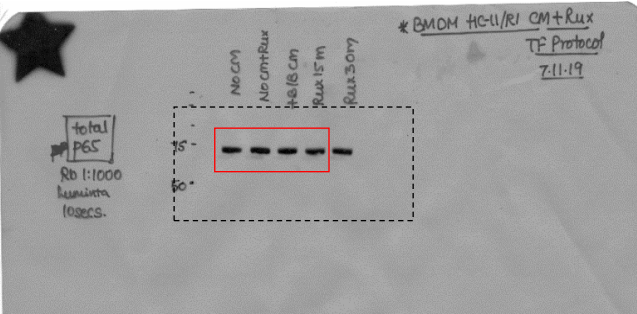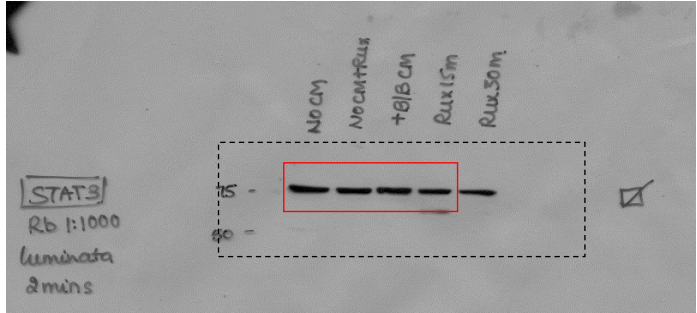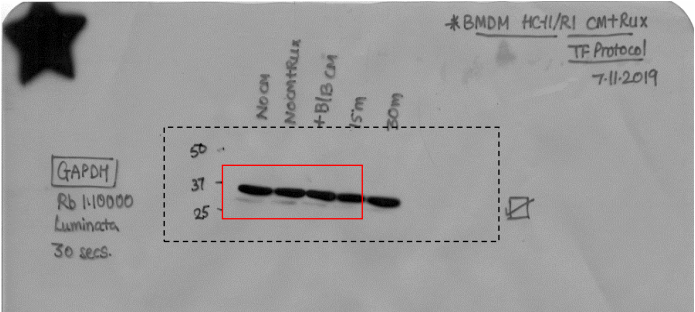

Representative uncropped blots for **Figure 3c**

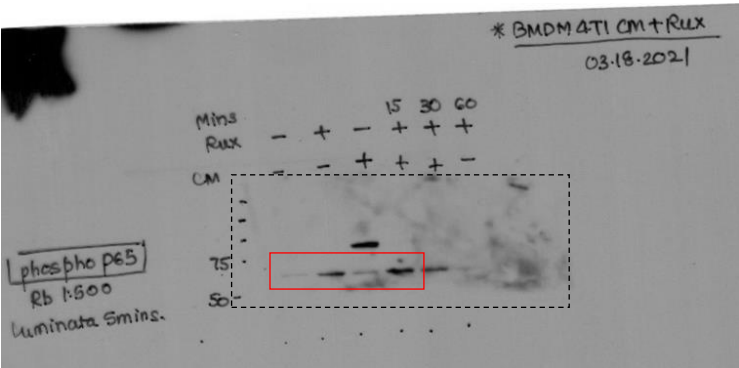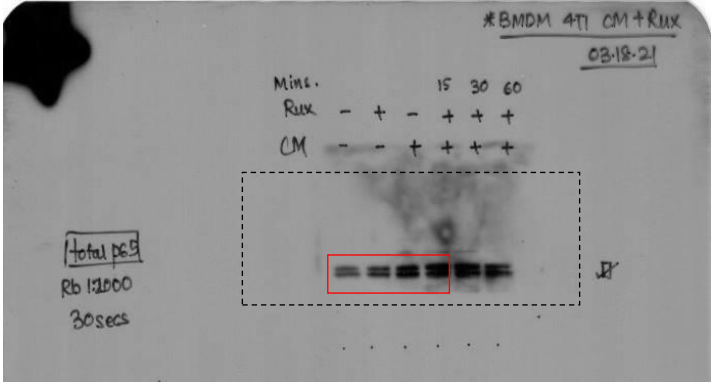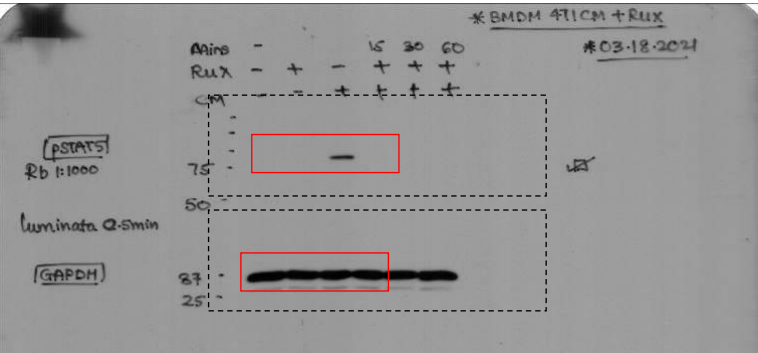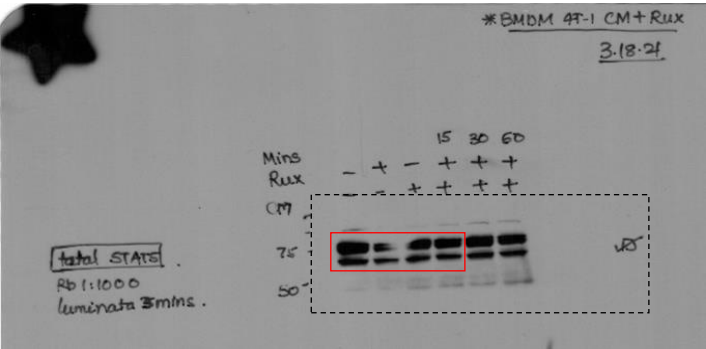

# Representative uncropped blots for **Figure 3e and 3g**

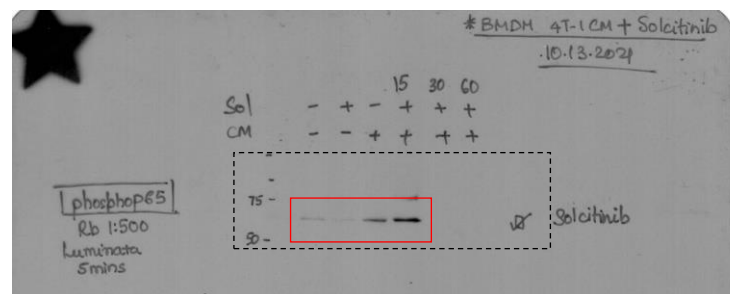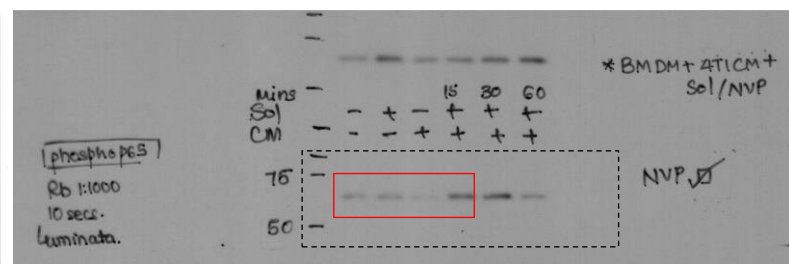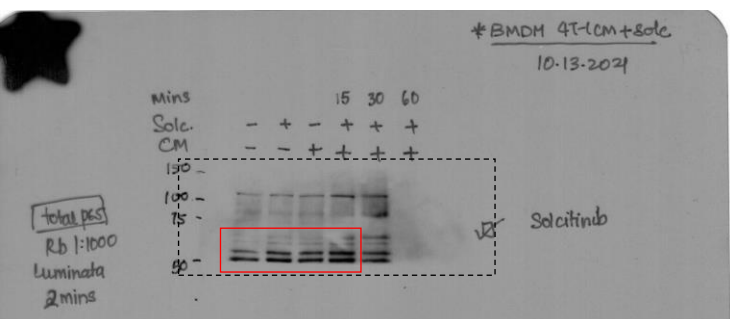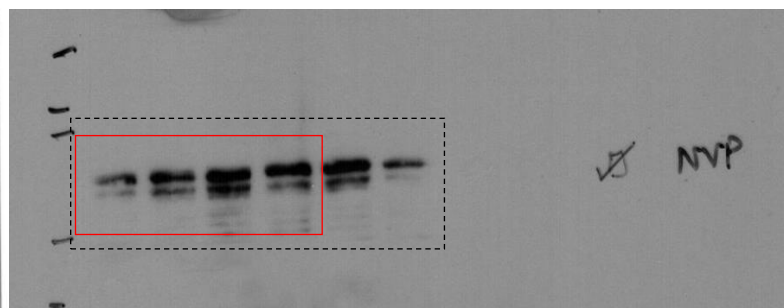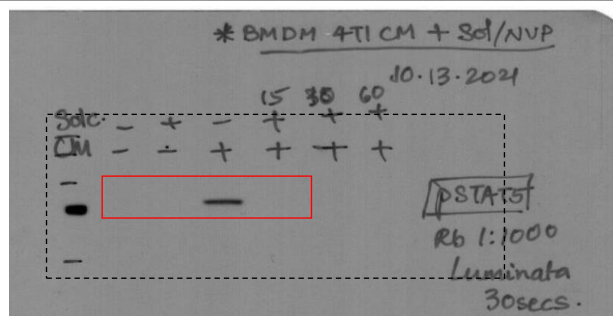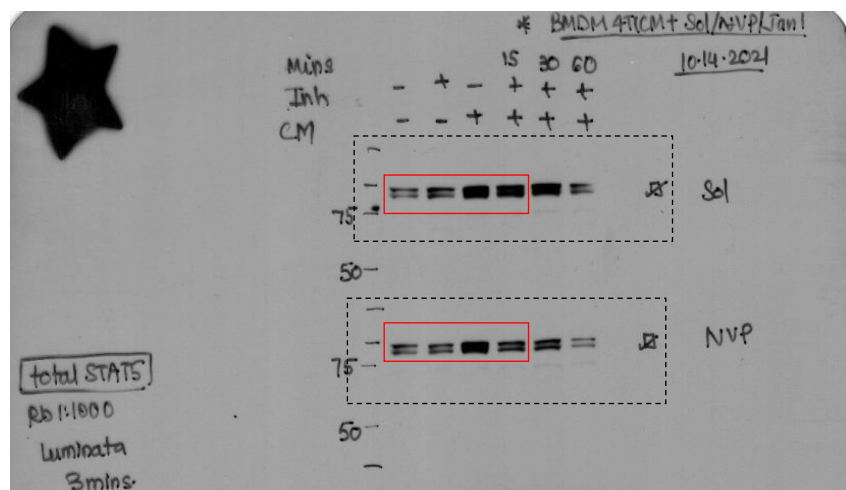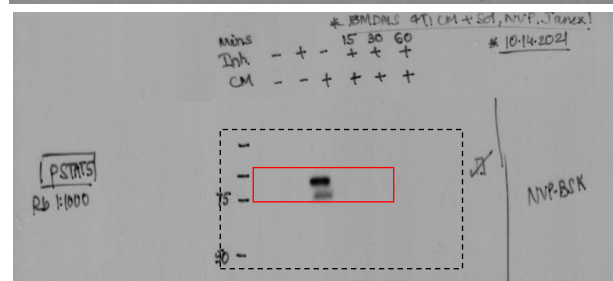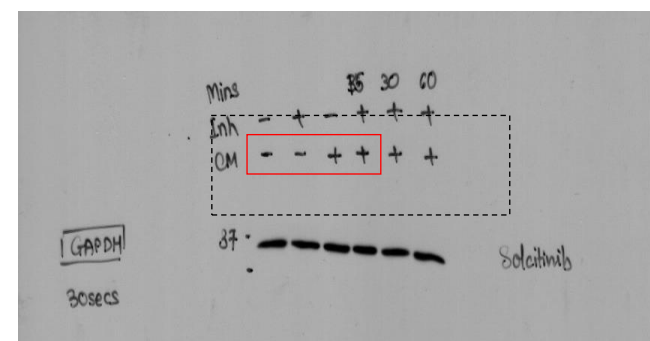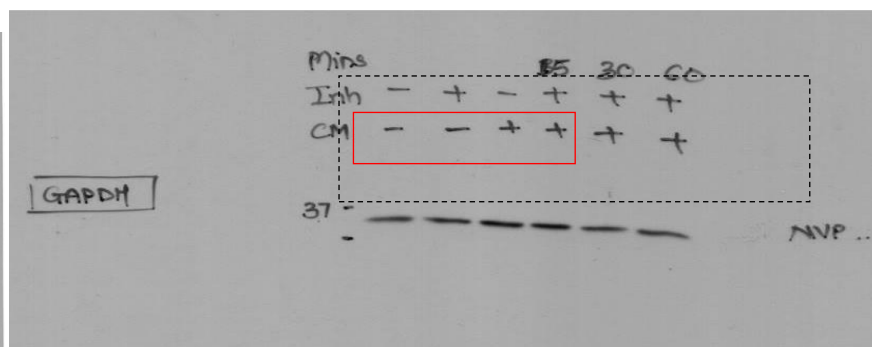

Representative uncropped blots for **Figure 4a**

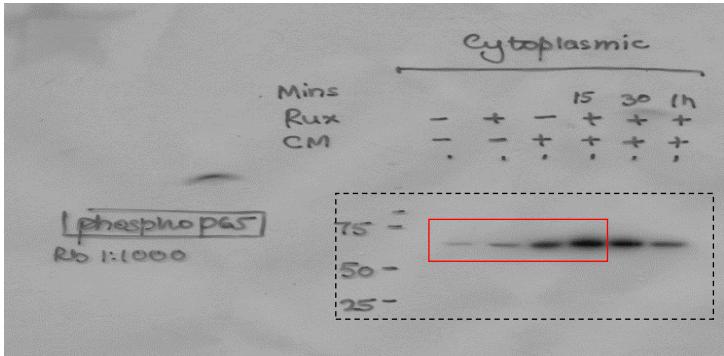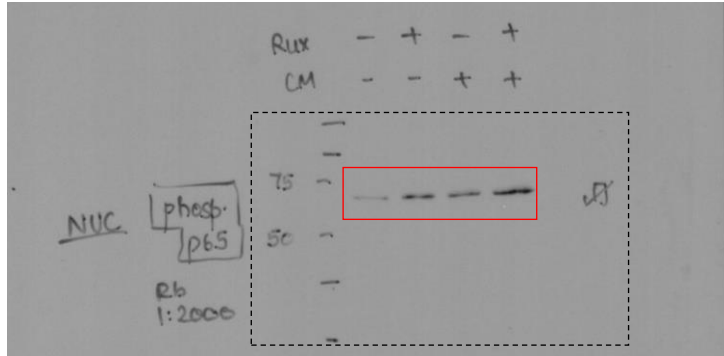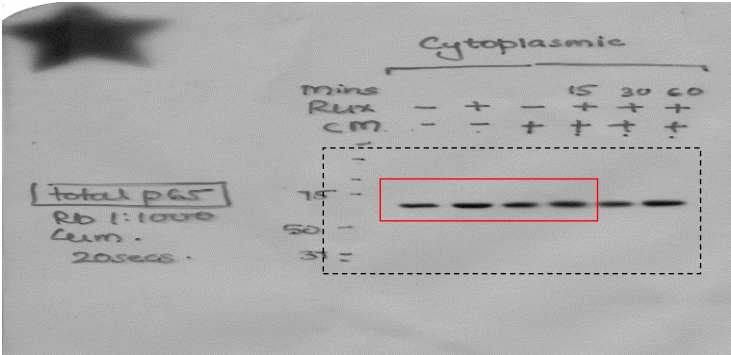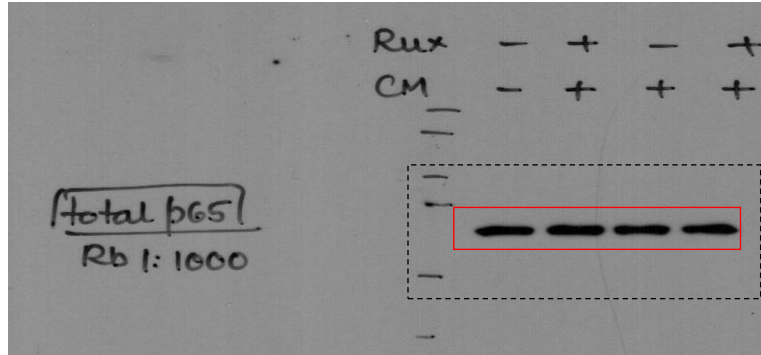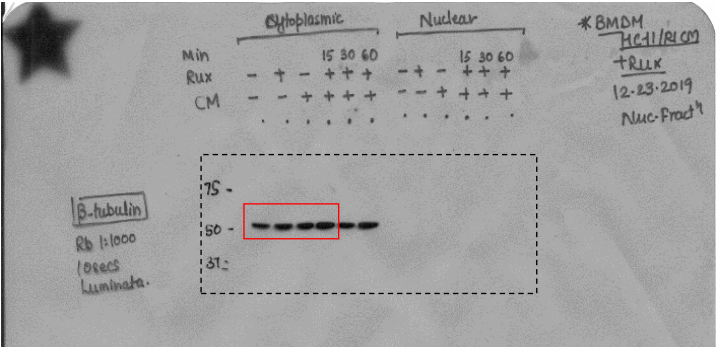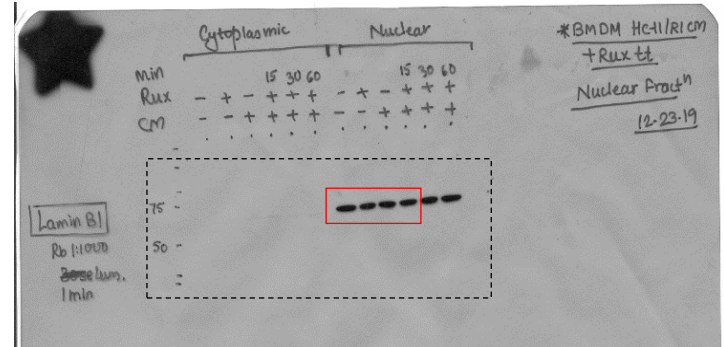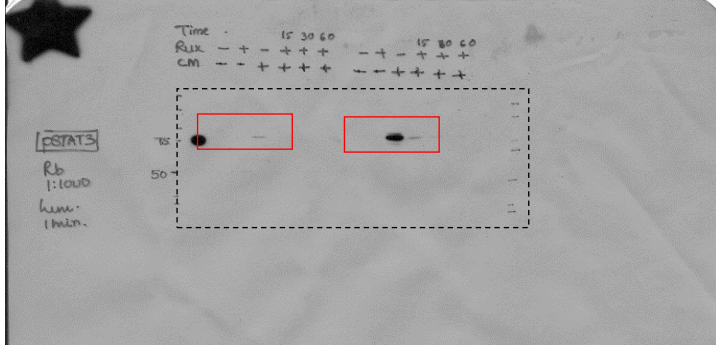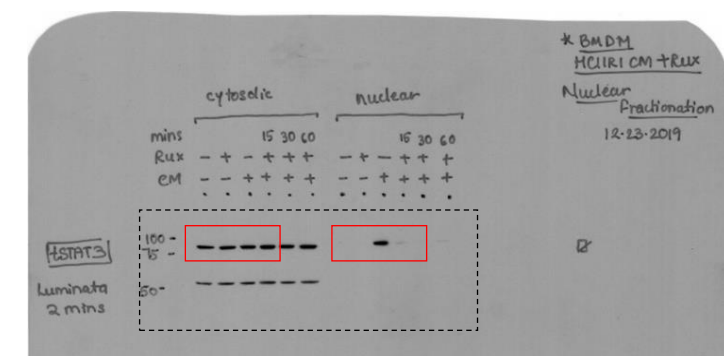

Representative uncropped blots for **Figure 4d**

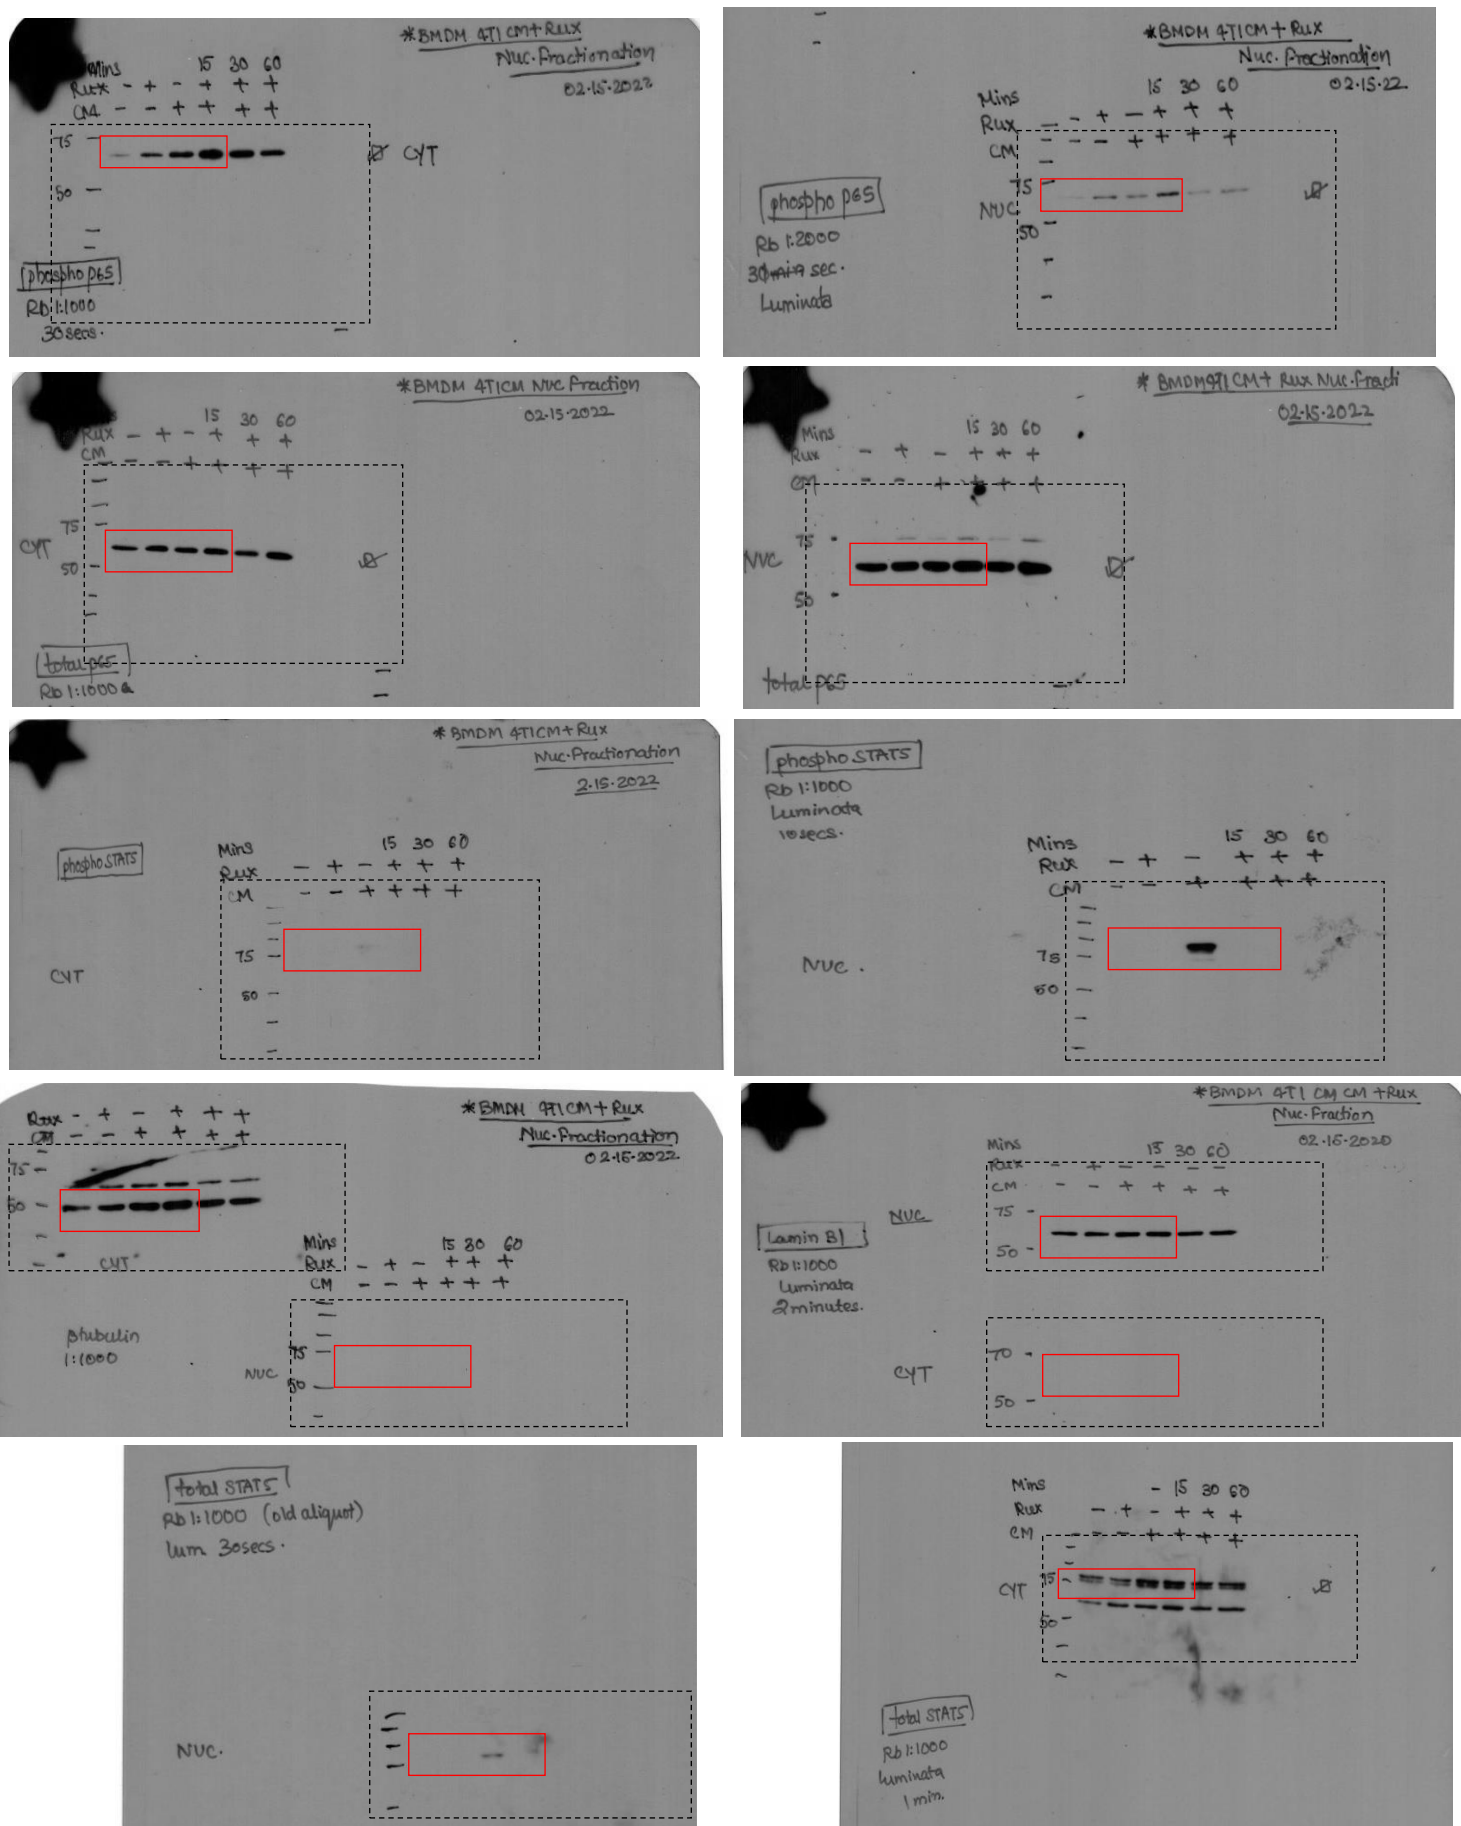

Representative uncropped blots for **Figure 5a**

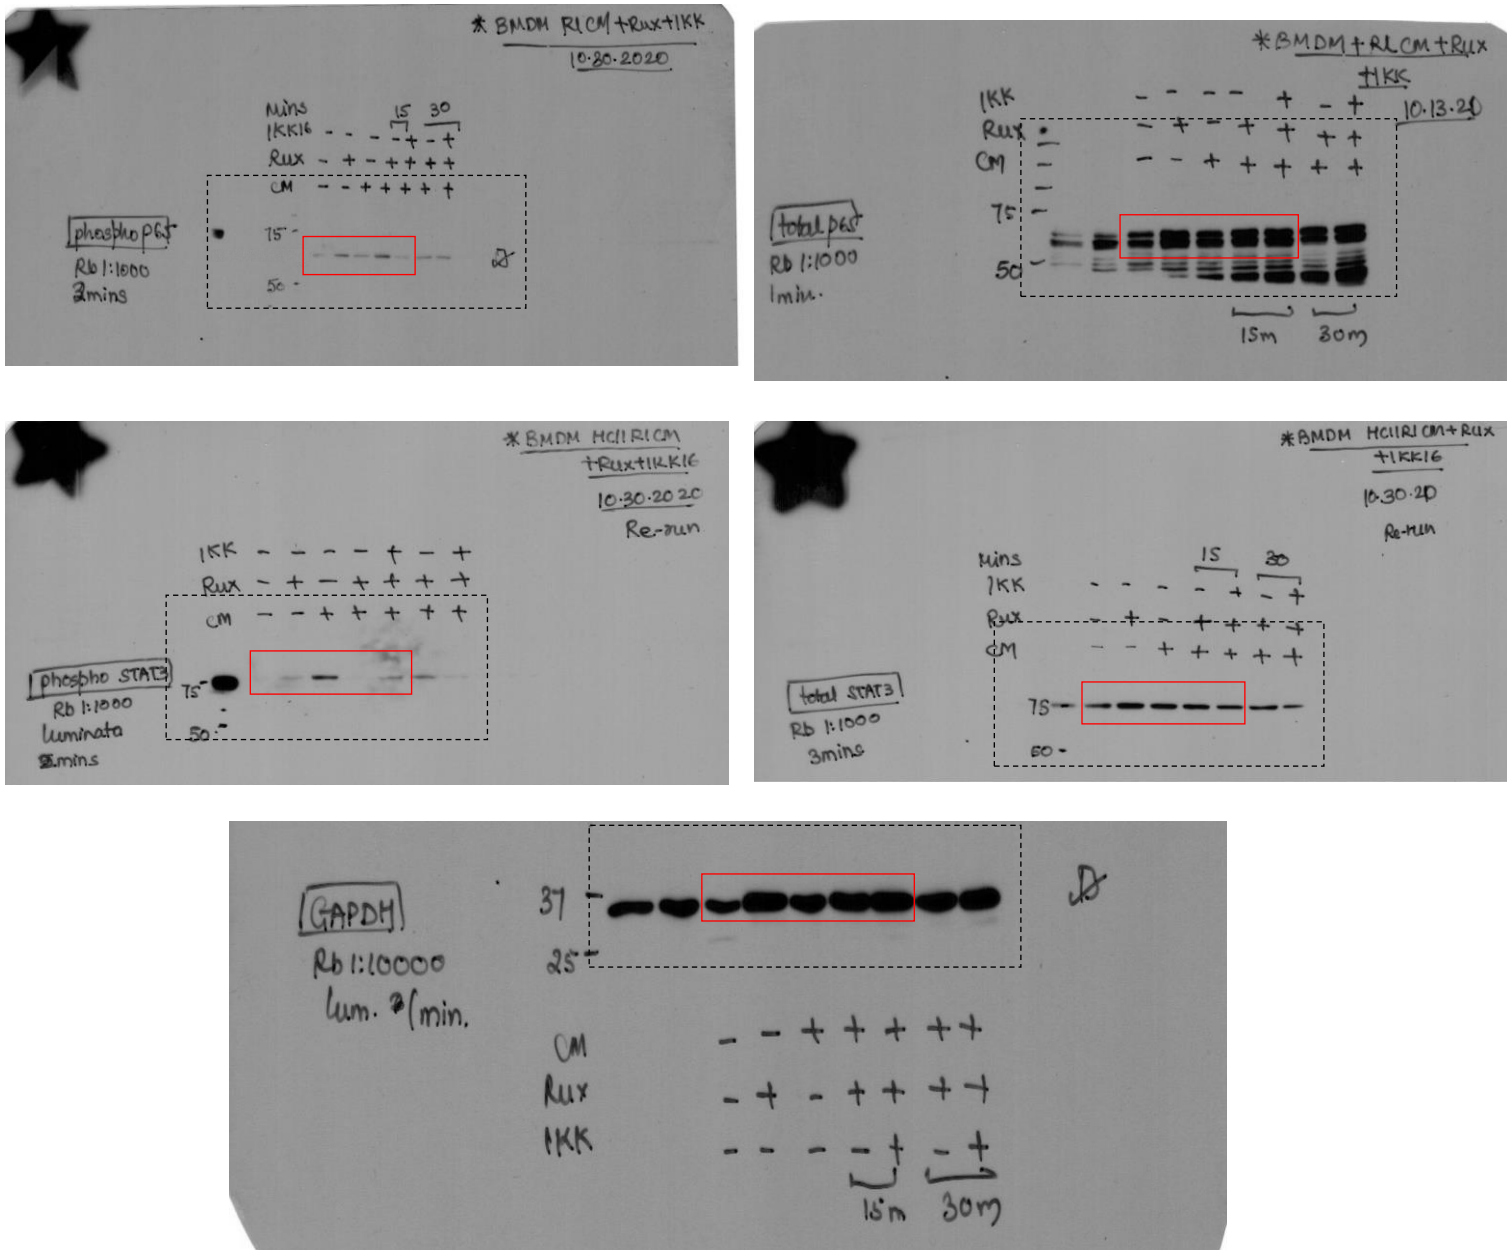

Representative uncropped blots for 5c

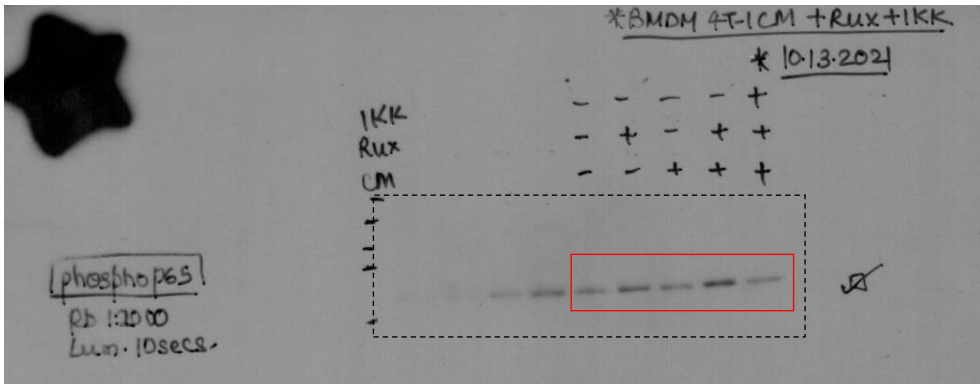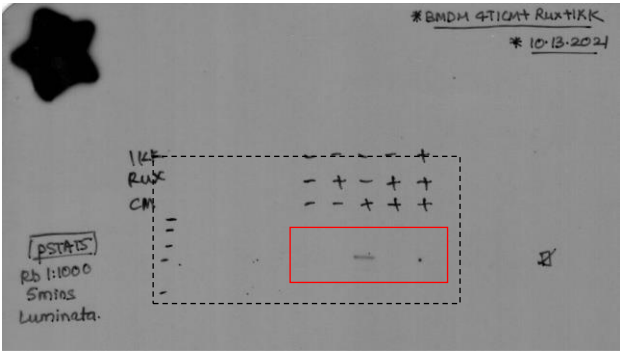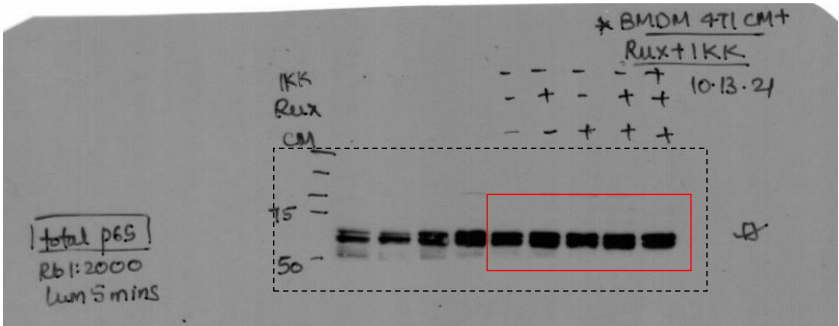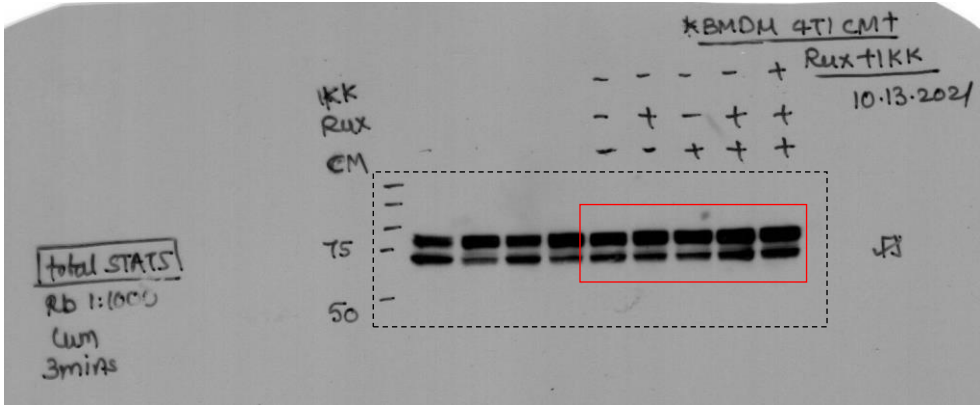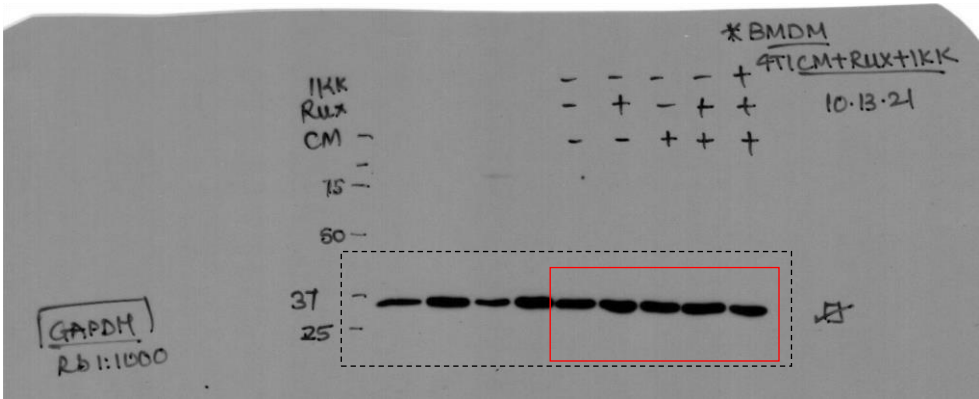

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

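RNA of 16 samples of mouse bone marrow-derived macrophages (BMDMs) was analysed in 6 groups, with 3 samples each of CM, CM + Rux, CM + Rux + IKK-16 and DMEM + Rux, and 2 samples each of DMEM and of CM + Rux with a label of 2 h. The paper describes a single treatment of 4 h and samples in triplicate. Samples were grouped by the condition and replicate number in their labels, and all 16 were used. What the 2 h of the label refers to is not stated in the paper's text, so these samples form a group of their own.

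The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm38 with HISAT2 and counted fragments per gene with featureCounts. Fragments were counted where both ends were mapped in the orientation of a reverse-stranded library with a mapping quality of at least 10, and fragments with several alignments or several genes were left out. The deposited table holds whole-number counts of 55487 genes by Ensembl identifier, without scaling or filter. Gene symbols and positions come from the Ensembl 100 annotation that the paper names. It gave a symbol for 55141 identifiers, and the 346 others hold at most 0.0459% of the counts of a sample. The deposited counts sum to between 18449388 and 46215853 per sample, with a median of 29944060.5 in the 2 h group. No 2 samples were copies of each other. Replicates differed by more than the sampling noise of counts, with a chi-square per degree of freedom of 14.2 to 54.4 between pairs of replicates.

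Counts were scaled by relative log expression (RLE), and genes above 1 CPM in at least 2 samples were kept, which left 12372. These steps, the adjusted p-value under 0.05 (Benjamini-Hochberg) and the log2 fold change beyond 0.5 are those of the paper's methods. The paper's methods name edgeR for this step, and its section on statistics gives Student's unpaired t test with Tukey's multiple comparison test for RNA-seq. The main test here differs from that section: the quasi-likelihood test of edgeR 4.0.16 was used, with limma 3.58.1, in R 4.3.3, on 1 model of all samples and 6 groups, so that every comparison shares the estimate of the spread. The comparisons were CM against DMEM, CM + Rux against CM, CM + Rux + IKK-16 against CM + Rux, DMEM + Rux against DMEM, CM + Rux 2 h against CM, and the difference between the effects of ruxolitinib in CM and in DMEM (an interaction). CPM values in the text use the RLE-scaled totals. Scaling moved the median of all genes by 0.31 in CM against DMEM and by -0.11 in CM + Rux + IKK-16 against CM, compared with scaling by total counts alone. In the other comparisons listed above this shift was below 0.1 in size. It was not computed for CM + Rux against DMEM. There the RLE scaling factors were 0.894 to 0.965 in CM + Rux and 1.13 to 1.15 in DMEM. A fold change against a group in which every sample has at most 3 counts was computed against 3 counts and is given as a bound. Where a median is given with genes at their bounds, genes at this limit in both groups were left out. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

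Pathways were tested with hand-written lists in place of the gene sets of the Hallmark, DAVID and LISA resources, which were not used here. The lists hold 67 NF-κB targets (65 tested), 27 STAT5 targets (26 tested), 45 interferon targets (43 tested), and genes of the TNF (66, 64 tested), PI3K-Akt (76, 70 tested), VEGF (46, 43 tested), JAK-STAT (65, 62 tested) and Ras/MAPK (86, 78 tested) pathways. They leave out the genes that the paper names from these samples. The NF-κB list shares 19 genes with the TNF list, 3 with the JAK-STAT list and 0 with the interferon list, and the JAK-STAT list shares 3 with the interferon list. Lists were tested with camera at a correlation of 0.01 between genes, with camera at an estimated correlation, and with fry. The share of a list called higher or lower was set against that of all genes with Fisher's exact test. Marker lists of macrophages, epithelial cells, neutrophils, T and NK cells, B cells, dendritic cells and fibroblasts and a list of Y-linked genes served to look for RNA of other cells.

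The lists, the comparisons and their tests, the alternatives and the rule for naming genes were set before the data were examined. The rule names the 16 genes that the paper names from these samples and, in each comparison, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past both thresholds, with a mean of at least 1 CPM over both groups and no overlap between the samples of the groups. Genes of a list are named where they have the largest change of it. The alternatives were TMM normalization, no filter on low counts, the filterByExpr filter, the replicate number as a block in the model, the likelihood ratio test, a model of only the groups compared with and without the block, DESeq2 1.42.0, an adjusted p-value under 0.1, an unadjusted p-value under 0.05, no fold change threshold, and each sample left out in turn. For Csf1, Cx3cl1, Cx3cr1, Cxcr3 and E2f8 the same alternatives were added after the data were seen, as was Student's t test on log2 CPM, with equal variances and without Tukey's test.

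Whether equal replicate numbers mark paired samples was checked by correlating, across genes, the deviations of samples from their group means. Between CM + Rux and CM the 3 pairs with equal numbers had correlations of 0.410 to 0.595, and between CM + Rux + IKK-16 and CM + Rux 0.479 to 0.614. Over all groups 34 of the 35 pairs with equal numbers were above 0.1. Genes are not independent replicates, so no p-value is given. The numbers therefore pair the samples, and the values with the block are given where they change a call or move a count by more than 1.5 times. The common dispersion fell from 0.0163 to 0.00657 with the block.

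The code was tested on simulated data of 12372 genes, 200 of which were changed by 1 on the log2 scale. Of these genes 12030 passed the filter and were tested. edgeR called 160 of the changed and 4 unchanged genes, and DESeq2 170 and 13. Further counts were simulated from the fitted model to see what the samples shared by 2 comparisons give on their own. Human macrophage data, immunoblots, survival assays and tumor measurements of the paper were not analysed here.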

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

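The tests of depth, GC content and gene length for the interferon list were chosen only after the results were seen. So were those of a mixture of cells, of a shorter exposure and of differences between replicate numbers. The comparison of the 2 h samples with CM + Rux at 4 h was also chosen then. The test of the interferon list in DMEM was among the 15 list tests set beforehand, but its use as an explanation came after the results.

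The effect of ruxolitinib differed between CM and DMEM by a test of the interaction. The effect was higher in CM for 29 genes and lower for 22. Of the 29, 20 were raised by ruxolitinib in CM and 8 were lowered by it in DMEM, and of the 22, 20 were lowered by it in CM. The largest differences were those of Mx1 (4.51), Ptpru (3.84), Gbp5 (3.72), Csf1 (1.71) and Timd4 (1.7) upward and Plekhf1 (-2.35), Cd244a (-2.29), Mt1 (-2.03), Zfp618 (-2.01) and Mertk (-1.95) downward, on the log2 scale. The counts rest on few samples. The number of higher genes was 13 without DMEM + Rux replicate 1, 19 without DMEM + Rux replicate 2, 12 without DMEM + Rux replicate 3, 9 without CM replicate 1, 11 without CM + Rux replicate 1 and 14 without CM + Rux replicate 3, and the number of lower genes was 11 without DMEM + Rux replicate 1, 14 without DMEM + Rux replicate 2, 12 without DMEM + Rux replicate 3, 10 without CM replicate 1, 9 without CM replicate 2, 8 without CM + Rux replicate 1, 34 without CM + Rux replicate 2 and 9 without CM + Rux replicate 3. A model with the replicate number gave 247 higher and 197 lower genes, 444 together, and these included all 29 and all 22, which argues against differences between replicate numbers as the source. A difference in depth is also argued against, since 401 of the 444 genes were still called after all samples were thinned to the smallest total. So is a trend with GC content and gene length, since 439 of the 444 differences stayed beyond the fold change threshold after its removal. A candidate explanation is that the factors in CM change the response to ruxolitinib. The dose and time of ruxolitinib in DMEM are not stated in the paper's text, and a difference in either between the media remains open.

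The interferon targets fell with ruxolitinib in both media, and their fall was smaller in CM. The median difference was 0.80 on the log2 scale, in the same direction in 41 of 43 genes (fry, unadjusted p of 0.020, and camera with an estimated correlation, unadjusted p of 0.028). Of these genes 3 were called higher over all genes and 11 adjusted over the list alone. In a model with the replicate number, the median difference was 0.729 after all samples were thinned to the smallest total (fry, unadjusted p of 0.0019), which argues against depth. It was 0.746 after removal of the trend with GC content and gene length, which argues against that trend. Why the fall was smaller was not tested, and an effect of CM on the response or a difference in dose or time could give it.

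In BMDMs without CM, a comparison that the paper mentions without showing data, ruxolitinib lowered 120 genes. The largest falls were those of Iigp1, at least 26.8-fold lower (17.5-fold against DMEM replicate 1 alone), and of Cxcl10 (-5.81), Mx1 (-5.72), Ifit1 (-5.55) and Ifit3 (-5.30), given as log2 fold changes. A model with the replicate number gave 154 lower genes. Depth is argued against as the cause, since 145 of the 154 were still called at equal depth. GC content and gene length are argued against too, since all 154 stayed beyond the threshold after the trend was removed. RNA of another cell type in the DMEM samples would bring its marker genes, and of 15 tested markers of other cell types 0 were among the genes lowered and 0 among those raised. At an unadjusted p-value under 0.05, 0 of them fell and 0 rose. Interferon targets made up 40 of the 120 genes. All 43 interferon targets fell, with a median of -2.45 (fry, unadjusted p of 2.4e-06; adjusted over the 15 list tests, 7.3e-06 with fry and 1.7e-306 with camera), and all 43 were lower adjusted over the list alone. A candidate explanation is that ruxolitinib lowers a basal expression of interferon targets that does not depend on CM. It was found and tested on the same samples, and of the 263 genes lowered in CM 71 were also lowered without it.

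The 2 samples of CM + Rux with the label of 2 h, which the paper does not describe, differed from CM in 1808 genes that were higher and 1650 that were lower. Csf2 was at least 34.4-fold higher and Arg1 at least 178-fold lower (112-fold without CM replicate 2). In a model with the replicate number 3724 genes were called, of which 3450 were called again at equal depth, which argues against depth. Of 3721 with a known GC content and length, 3621 stayed beyond the threshold after that trend was removed. The samples lie between DMEM and CM over 2504 genes that CM changed. On a scale with the DMEM mean at 0 and the CM mean near 1, their mean was 0.647 (0.672 and 0.623), against 0.927 in CM + Rux and 0.727 with IKK-16. A mixture of cells with and without CM is argued against, since 231 genes (111 higher, 120 lower) lay outside the range of the other 5 groups, compared with 0 to 1 in 5 simulated mixtures. A shorter exposure to CM may account for the position between DMEM and CM. Against CM + Rux at 4 h, which has CM and ruxolitinib in its label too, 1556 genes were higher and 1327 lower, so the presence of CM and the drug does not account for these differences on its own. The effect of ruxolitinib at 2 h stays open, because the samples include no CM alone at 2 h. Of the 149 genes that ruxolitinib raised at 4 h, 101 were called higher and 3 lower, with a median log2 fold change of 0.98 (the same with genes at the limit of detection set to their bounds), whereas simulated 2 h samples equal to CM gave 0.064 to 0.12.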

How the results depend on the processing

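Of 31 main results, 13 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, under every alternative run for them. Of 433 pairs of result and alternative, 355 were the same in this sense and 78 were not. For every change given here the cause was not tested, apart from the thresholds, which pass more genes by their construction.

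With the replicate block, the genes higher in CM + Rux than in CM went from 149 to 305 and the lower genes from 263 to 440, and the interaction from 29 to 247 higher and from 22 to 197 lower genes. With the block on only the groups compared, these 4 counts were 364, 499, 173 and 156, with 788 genes higher with IKK-16 (504 without it) and 3 genes higher with ruxolitinib in DMEM (0 without it). The block took the NF-κB list with ruxolitinib in CM to an unadjusted p of 0.075 at a median of 0.12. On only the groups compared it took the STAT5 list without CM to -0.088 (unadjusted p of 0.021). The block on all samples gave 1 gene higher with ruxolitinib in DMEM, and changed no other call among the main results.

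Without the filter on low counts, ruxolitinib raised 269 genes and lowered 416 in CM, and the interaction gave 213 higher and 136 lower genes. The likelihood ratio test gave 225 genes raised by ruxolitinib in CM and 150 higher and 92 lower genes in the interaction. DESeq2 gave 147 and 87 in the interaction. An unadjusted p-value under 0.05 gave 367 genes raised and 477 lowered by ruxolitinib in CM, and 50 raised and 246 lowered in DMEM. Without the fold change threshold, 3883 genes were higher in CM than in DMEM, 225 higher with ruxolitinib in CM, and 831 higher and 947 lower with IKK-16.

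Student's t test on log2 CPM was chosen after the data were seen, from the paper's section on statistics. At an adjusted p-value under 0.05, it gave 0 genes raised and 0 lowered by ruxolitinib in CM, 0 lowered by it in DMEM, 66 higher and 84 lower with IKK-16, and 1888 lower in CM than in DMEM. With 3 samples or fewer per group, this test estimates the spread of each gene from those samples alone. At an unadjusted p-value under 0.05 it gave 257 genes raised by ruxolitinib in CM and 31 raised in DMEM.

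The median of the ruxolitinib-induced genes at 2 h was 0.93 with the block, 0.95 with the likelihood ratio test, 1.00 with only the groups compared and 0.93 with both block and only these groups, against 0.98. Their median with IKK-16 against CM was 0.41 with only the groups compared, against 0.47. With fry in place of camera, the NF-κB list had an unadjusted p of 0.40 with ruxolitinib in CM (median 0.12) and of 0.069 without CM (median -0.32), and the VEGF list in CM one of 0.0031 (median 0.084).

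Each sample of the groups with 3 samples was left out in turn. These fits had no replicate block, although equal replicate numbers pair the samples. Where the partner of the sample left out stayed in the other group, differences between replicates can add to the shift. The ranges below therefore do not measure the spread of the drug effect alone. The genes raised by ruxolitinib in CM ranged from 82 (without CM + Rux replicate 1) to 164 (without CM + Rux replicate 2), and those lowered from 161 (without CM + Rux replicate 1) to 322. The interaction ranged from 9 (without CM replicate 1) to 39 (without CM + Rux replicate 2) higher and from 8 (without CM + Rux replicate 1) to 34 (without CM + Rux replicate 2) lower genes. The share of induced genes lowered by IKK-16 ranged from 24.8% (without IKK-16 replicate 1) to 42.6% (without CM replicate 2). The median at 2 h ranged from 0.96 to 1.04 and the median with IKK-16 against CM from 0.45 to 0.52. The NF-κB list with ruxolitinib in CM ranged from 0.0065 (without CM + Rux replicate 2, unadjusted p of 0.47) to 0.20 (without CM replicate 2). The Ras/MAPK list ranged from -0.12 (without CM + Rux replicate 2, unadjusted p of 0.017) to -0.010, and the STAT5 list without CM from -0.10 (without DMEM + Rux replicate 3, unadjusted p of 0.018) to -0.041. No fit was made without a DMEM sample or a 2 h sample, since 1 would remain.

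For 18 changes of single genes, 266 pairs of gene and alternative were run. Of these 212 were the same, 33 went past the threshold, 18 fell short of it and 3 changed direction. Of those that fell short, 9 did so with Student's t test: the rises of Csf2, Has1, Csf1, Cx3cl1, Cx3cr1 and Cxcr3 with ruxolitinib and the falls of Csf2, Has1 and Ccl22 with IKK-16. The 3 that changed direction were those of Cx3cr1 with IKK-16, -0.16 without CM + Rux replicate 3, -0.046 without IKK-16 replicate 1 and -0.035 without IKK-16 replicate 2, in a range of -0.16 to 0.21. With the block on all samples, the rises of Ccl22, Tnf and E2f8 with ruxolitinib passed the threshold (adjusted p = 5.7e-04, 0.042 and 0.023), as did the falls of Tnf, Cx3cl1, Cxcr3 and E2f8 with IKK-16 (adjusted p = 0.030, 0.024, 0.0061 and 0.037). Depth limits Csf2 in CM, Il6 and Ccl17 in DMEM and other genes with at most 3 counts per sample, for which a bound is given.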

Differences from the paper's values

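The paper reports 90 genes induced by ruxolitinib and inhibited by IKK-16, and 49 were found. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's without the filter on low counts (95), with the replicate block (112), with the likelihood ratio test (76), with DESeq2 (70), at an adjusted p-value under 0.1 (70), at an unadjusted p-value under 0.05 (120) and without the fold change threshold (89). Under the other 13 it differed, and over these alternatives it ranged from 29 to 140. Student's t test on log2 CPM with an unadjusted p-value under 0.05, chosen after seeing the values, gave a count of 75, which is also within 1.5 times. At an adjusted p-value under 0.05 the count was 0.

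The paper states that IKK-16 lowered 50 percent of the genes induced by ruxolitinib, and 32.9% were found. Among the alternatives set before the data were examined, the share was within 1.5 times the paper's without the filter on low counts (35.3%), with filterByExpr (33.6%), with the replicate block (36.7%), with the likelihood ratio test (33.8%), with only the groups compared (35.7%, and 38.5% with the block), without the fold change threshold (39.6%), without CM replicate 1 (40.9%), without CM replicate 2 (42.6%), without CM + Rux replicate 1 (35.4%) and without CM + Rux replicate 3 (35.3%). Under the other 9 it differed, and over these alternatives it ranged from 24.8% to 42.6%. The paper's counts, 90 of 189, give a share of 47.6%, and 32.9% is within 1.5 times that share. So is the share under every alternative set before the data were examined, apart from those without CM + Rux replicate 2 (30.5%) and without IKK-16 replicate 1 (24.8%), 2 (28.3%) or 3 (28.7%). Whether the share differs therefore depends on which of the paper's shares is taken. For the genes induced by ruxolitinib the paper gives 189 and 149 were found, which is within 1.5 times. Under the 17 alternatives this count ranged from 82 to 367, and with Student's t test, added after the data were seen, it was 0 at an adjusted p-value under 0.05 and 257 at an unadjusted one. A further 18 values read by eye from figures, 12 of CPM (Fig. 5g–j) and 6 log2 fold changes (Fig. 2d), did not differ.

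The paper names Ccl22 and Tnf among the genes induced by ruxolitinib and inhibited by IKK-16. The rise of Ccl22 was 0.95 on the log2 scale and was not called (adjusted p = 0.073). Among the alternatives set before the data were examined, it was called, by adjusted p, with no filter on low counts (1.8e-04), the replicate block (5.7e-04), the likelihood ratio test (0.029), the block on only the groups compared (1.8e-06), DESeq2 (0.019) and without CM replicate 3 (0.016), and under the other 8 it was not. The rise of Tnf (1.02, adjusted p = 0.12) and its fall with IKK-16 (-0.94, adjusted p = 0.082) were not called. Among those alternatives, the rise was called, by adjusted p, with no filter on low counts (8.5e-04), the replicate block (0.042), the likelihood ratio test (0.046) and the block on only the groups compared (4.0e-07), and the fall with no filter on low counts (0.0014), the replicate block (0.030), the likelihood ratio test (0.040) and the block on only the groups compared (2.3e-05). Under the other 10 neither was called. Other thresholds are not counted among these alternatives. At an adjusted p-value under 0.1 the rise of Ccl22 and the fall of Tnf were called, and the rise of Tnf was not. Adjusted over the list alone of the 16 genes that the paper names, these 3 changes had an adjusted p-value under 0.05, which is not independent evidence.

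Fig. S2a lists E2f8 among the genes raised by ruxolitinib in both species. Its rise in BMDMs was 1.02 on the log2 scale and was not called (adjusted p = 0.058). It was called, by adjusted p, with no filter on low counts (0.0013), the replicate block (0.023), the likelihood ratio test (0.0087), only the groups compared (0.030), the block on only the groups compared (1.4e-04) and DESeq2 (0.0075), alternatives that were chosen for this gene after seeing the values. Under the other 9 it was not called. Other thresholds are not counted among these, and at an adjusted p-value under 0.1 it was called.

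The paper lists the Ras/MAPK pathway among those induced by ruxolitinib, from an enrichment of the upregulated genes. The hand-written list of this pathway had a median log2 fold change of -0.047, with 30 of 78 genes rising. No alternative gave a positive median for it, and these medians lay between -0.12 and -0.010. The paper lists the VEGF pathway among those activated by CM. The hand-written list had a median of 0.084, with 13 genes called higher and 15 lower and an adjusted p of 0.48 with camera. With fry the list was higher in CM, with an unadjusted p of 0.0031, and of 3.6e-06 with the replicate number in the model. These tests ask different questions, because fry does not set the list against other genes. Its result therefore does not show that the VEGF genes rose more than other genes in CM.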

Other observations

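The tests of a return to the level without CM and of a chance selection of genes that CM had lowered, of induced genes that CM had not raised against simulated shares, and of RNA of tumor cells were chosen only after the results were seen.

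The share of ruxolitinib-induced genes lowered by IKK-16 was 32.9%. When the effects of IKK-16 were moved to other genes of similar expression in simulated counts, the share was 6.41 to 11.2%, which argues against the shared CM + Rux samples as its whole source. In simulated counts with IKK-16 samples at the CM level, the share was 61.4 to 69.0%. Of the induced genes that CM had raised, 29 of 52 (55.8%) were lowered by IKK-16. Of those that CM had not raised, 20 of 97 (20.6%) were, against 5.79 to 11.7% of such genes in the simulated counts with moved effects. This argues against a fall limited to the genes called higher in CM as the whole source. No sample has CM and IKK-16 without ruxolitinib. A fall with IKK-16 that does not depend on ruxolitinib therefore cannot be told apart from a loss of the rise with ruxolitinib. Of the other CM-raised genes, 300 of 2395 (12.5%) were lowered. A candidate explanation is that IKK activity contributes to the expression of part of the induced genes.

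CM itself had lowered 43 of the 149 induced genes (28.9%) and raised 52 (34.9%), against 24.1% and 20.9% of all genes. With the effects of ruxolitinib moved to other genes in simulated counts, 26.9 to 33.3% of the induced genes were lower in CM. In the same counts 16.2 to 22.9% were higher in CM. The share of 28.9% is therefore in the range that the shared CM samples could give alone. The raised share of 34.9% lay above its simulated range. Against DMEM, CM + Rux was called higher for 0 of the 43, lower for 20 and neither for 23. In the simulated counts with moved effects, which had 403 to 455 induced genes, 20.0 to 32.8% of those that CM had lowered were lower than in DMEM, against 46.5% observed (binomial probability of 0.0055 at the simulated mean, where genes are not independent replicates). This departs from a chance selection of genes of similar expression, toward less return to the DMEM level. For the share above DMEM, 2.24 to 10.4% in the same simulated counts, 0 of 43 has a probability of 0.063 at the simulated mean. A full return of all 43 genes to the level without CM is also argued against, since counts simulated with 1 level in DMEM and CM + Rux gave 0 to 2.63% of them lower than in DMEM. For the 23 genes called neither, a full and a partial return cannot be told apart, because these genes are chosen by that outcome. The 43 genes were chosen as lower in CM than in DMEM and higher with ruxolitinib than in CM. Those still below DMEM therefore lie only some of the way back by this choice. That ruxolitinib reverses the effect of CM on them does not follow. Of all 149, CM + Rux was called higher than DMEM for 92, of which CM had lowered 0. Cx3cr1 and Cxcr3 are among the genes that CM lowered, with log2 fold changes of -1.59 and -1.93. Against DMEM, CM + Rux changed them by 0.11 (adjusted p = 0.83) and -0.078 (adjusted p = 0.87).

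The effect of ruxolitinib on the NF-κB targets differed between the media by a median of 0.47 on the log2 scale. It was higher in CM for 53 of 65 genes (unadjusted p of 0.063 with fry, 1.6e-13 with camera and 0.086 with camera at an estimated correlation). Of these genes 0 were called over all genes, while 18 were higher and 2 lower adjusted over the list alone, and 22 and 2 at an unadjusted p-value under 0.05. Against CM, the NF-κB targets had a median of -0.62 with IKK-16 and ruxolitinib together. The interferon targets had a median of -0.41 in CM against DMEM (fry, unadjusted p of 0.18, and 0.043 with the replicate number in the model, where the median was -0.32), with 5 called higher and 14 lower, also adjusted over the list alone.

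RNA of tumor cells carried over with the CM is argued against as the source of the genes higher in CM. The median of 13 epithelial markers in CM was 0.0371 CPM, against 59.9 CPM for the 2584 genes that CM raised. The highest marker was Lcn2 with 13.8 CPM, the 1 marker of this list that passed the filter, and it was picked out after its values were seen. Macrophage markers had a median of 1432 to 1704 CPM over the groups. Of the other lists, 2 of 12 neutrophil, 2 of 12 T and NK cell, 2 of 8 B cell, 4 of 10 dendritic cell and 4 of 8 fibroblast markers passed the filter. Their most abundant genes in CM were Mmp8 (7.38 CPM), Cd4 (5.99 CPM), Ighm (11.6 CPM), Fscn1 (10.6 CPM) and Col1a2 (7.06 CPM). Ighm had 111 CPM in DMEM. Counts of the 4 Y-linked genes were at most 1 in each sample.

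For CM + Rux against CM, 1 of the 10 splits of the 6 samples gave as many higher genes and 1 of the 10 as many lower genes, in both cases the real split. For CM + Rux + IKK-16 against CM + Rux the numbers were also 1 of 10 for the higher and 1 of 10 for the lower genes. With 3 samples against 3, no smaller share is possible, so the real grouping and a chance one cannot be told apart by this count alone. The other splits gave 0 genes, with 36 to 618 at an unadjusted p-value under 0.05 and the fold change threshold. Of the 10 splits 4 part all pairs of equal replicate number. With the replicate block, the 3 others of these gave 0 genes, with 49 to 103 at an unadjusted p-value under 0.05 and the fold change threshold.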
